# Pleiotropic fitness effects of the lncRNA *Uhg4* in *Drosophila melanogaster*

**DOI:** 10.1186/s12864-022-08972-0

**Published:** 2022-11-30

**Authors:** Rebecca A. MacPherson, Vijay Shankar, Lakshmi T. Sunkara, Rachel C. Hannah, Marion R. Campbell, Robert R. H. Anholt, Trudy F. C. Mackay

**Keywords:** Noncoding RNA, Systems genetics, Oviposition, Stress response, CRISPR, snoRNA

## Abstract

**Background:**

Long noncoding RNAs (lncRNAs) are a diverse class of RNAs that are critical for gene regulation, DNA repair, and splicing, and have been implicated in development, stress response, and cancer. However, the functions of many lncRNAs remain unknown. In *Drosophila melanogaster*, *U snoRNA host gene 4 (Uhg4*) encodes an antisense long noncoding RNA that is host to seven small nucleolar RNAs (snoRNAs). *Uhg4* is expressed ubiquitously during development and in all adult tissues, with maximal expression in ovaries; however, it has no annotated function(s).

**Results:**

We used CRISPR-*Cas9* germline gene editing to generate multiple deletions spanning the promoter region and first exon of *Uhg4*. Females showed arrested egg development and both males and females were sterile. In addition, *Uhg4* deletion mutants showed delayed development and decreased viability, and changes in sleep and responses to stress. Whole-genome RNA sequencing of *Uhg4* deletion flies and their controls identified co-regulated genes and genetic interaction networks associated with *Uhg4*. Gene ontology analyses highlighted a broad spectrum of biological processes, including regulation of transcription and translation, morphogenesis, and stress response.

**Conclusion:**

*Uhg4* is a lncRNA essential for reproduction with pleiotropic effects on multiple fitness traits.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08972-0.

## Background

Long noncoding RNAs (lncRNAs) are a diverse class of non-coding RNAs of at least 200 nucleotides in length. Although lncRNAs were initially thought to be “junk” due to their noncoding status, we now know that lncRNAs are critical for various biological processes, including, but not limited to, transcription and gene regulation [1–8], chromatin architecture [9–11], DNA damage response [12–14], and scaffolding and nuclear organization [15–18]. LncRNAs can also act as miRNA sponges [19–21], regulate gene splicing [17, 22–25], and be translated into functional peptides [26–28]. LncRNAs can be localized in the nucleus, cytoplasm, or to a specific organelle [29–32], can act in *cis* or in *trans* [8, 23, 33], and may be conserved across taxa in sequence and/or function [34–36]. Across taxa, lncRNA dysregulation has been implicated in cancer [37–40], neurological disorders [6, 41–43], and immune and stress response [44–47]. Additional studies in *Drosophila melanogaster* have demonstrated critical roles for lncRNAs in development [48–53], gonadal function [48, 54–56], sleep [19], locomotion [57], and courtship behavior [58, 59].

Roles for lncRNAs in development, viability, and fertility have been identified in multiple model systems [4, 8, 34, 55, 60, 61]. However, fitness roles for some mammalian lncRNAs, including lncRNAs previously linked to fitness traits with gene-knockdown experiments, have not been replicated using CRISPR-based cell line or animal model knockouts [62–65]. Other recently discovered mammalian lncRNAs with expression limited to reproductive tissues do not affect reproductive phenotypes in knockout mice [66, 67]. This controversy also extends beyond mammalian systems. Drosophila and zebrafish studies on CRISPR-mediated deletions of developmentally-expressed lncRNAs – some of which were previously implicated in development via RNA interference or morpholino-induced knockdown studies – also failed to identify roles for these lncRNAs in development, viability, or embryogenesis after no overt phenotypes were detected in knockout animals [68–70]. Inconsistencies across lncRNA studies may be due to the method of gene perturbation (*e.g.,* RNAi interference, CRISPR-*Cas9*), discordant phenotyping, transcriptional noise competing with low expression of some lncRNAs, differences in the genetic background of organisms used across studies on the same lncRNA, and/or functional redundancy of the lncRNA [61, 69, 71, 72]. Furthermore, given the abundance of sex-specific and tissue-specific lncRNA expression, it is also possible that broader developmental pathways may overshadow effects due to loss of a lncRNA or be limited to a single tissue or behavioral phenotype [61, 72].

Here, we evaluate the effects of loss of function alleles of the *D. melanogaster* gene encoding *U snoRNA host gene 4* (*Uhg4*; FBgn0083124). *Uhg4* is a lncRNA with unknown function and is the host gene for seven intronic small nucleolar RNAs (snoRNAs), which guide posttranscriptional ribosomal RNA modification and processing [73, 74]. Some *U snoRNA* host genes interact with regulatory proteins controlling *piwi*-interacting RNAs (piRNAs) [75], which are noncoding RNAs involved in transposon silencing in germ cells [76, 77]. Although adult expression of *Uhg4* is highest in ovaries, it is expressed ubiquitously during development and in other adult tissues, including the brain and central nervous system, fat body, and trachea [78, 79]. *Uhg4* expression is correlated with modulation of expression of a subset of snoRNAs in response to developmental alcohol exposure in Drosophila females [80]. We used CRISPR/*Cas9* germline gene editing to create deletions in the promoter region and first exon of *Uhg4.* These mutations have pleiotropic effects on fitness-related traits, stress responses, sleep and activity phenotypes, and transcript abundances of both non-coding and protein-coding RNAs.

## Results

### Generation of *Uhg4* Null Alleles

*Uhg4* is a long noncoding RNA that is host to seven small nucleolar RNAs (snoRNAs), and is expressed ubiquitously throughout development and in adults, with the highest adult expression in ovaries [78, 79]. We used CRISPR*-Cas9* and a double guide RNA vector to target the deletion of a ~ 685 bp region that includes the promoter region upstream of *Uhg4* as well as the first exon of *Uhg4* (Fig. 1) in two lines of the *Drosophila melanogaster* Genetic Reference Panel (DGRP [81]), DGRP lines, DGRP_208 and DGRP_705. We isolated seven independent deletion mutations in DGRP_208, most of which varied from one another by a few base pairs (Fig. 1). The DGRP_208 deletions spanned the promoter region and the first exon of *Uhg4*. We also isolated four independent identical mutations in DGRP_705. The DGRP_705 deletions removed the *Uhg4* promotor region and retained the first exon, and included a 44 bp AT-rich insertion in the first *Uhg4* intron upstream of the start of *snoRNA:Psi28S-2949* (Fig. 1). Sanger sequencing shows that the small nucleolar RNA (snoRNA) *snoRNA:Psi28S-2949* within the first exon of *Uhg4* is intact for all independently obtained deletions (Fig. 1).

**Fig. 1:**
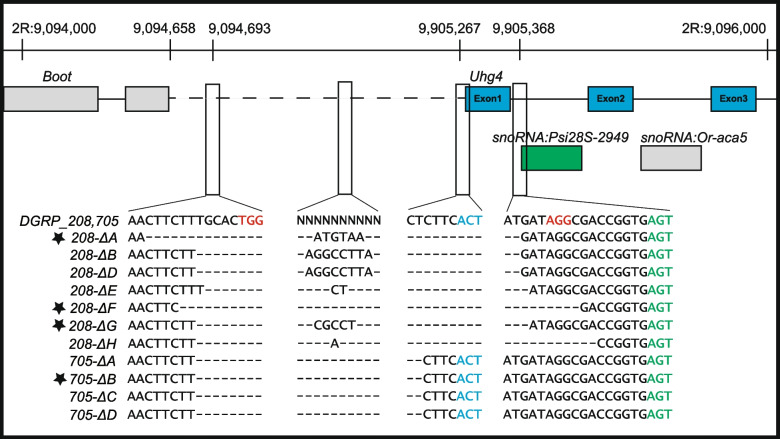
*Uhg4* deletions. Diagram showing deletions across the *Uhg4* locus with Sanger sequencing data for the wildtype (DGRP_208, DGRP_705) and mutant genotypes. Genomic coordinates are shown at the top of the figure. The blue and green font colors indicate nucleotides of *Uhg4* and *snoRNA:Psi28S*-2949 coding regions, respectively. Red font colors indicate the PAM sites. “- “ indicates deleted nucleotides and N refers to multiple different nucleotides between the two wild-type DGRP lines. Genotypes used for phenotypic analyses are designated with a star

Here, we focus on deletions *Uhg4*^*208−ΔA*^, *Uhg4*^*208−ΔF*^, *Uhg4*^*208−ΔG*^, and *Uhg4*^*705−ΔB*^, hereafter referred to as *208-ΔA*, *208-ΔF*, *208-ΔG,* and *705-ΔB*, respectively. We randomly selected these mutations for further study after several generations of backcrossing to the original genetic background. Both genetic backgrounds are highly inbred and free of inversions, and DGRP_208 is free of *Wolbachia* infection [81]. Flies homozygous for the DGRP_208 *Uhg4* deletions show changes in their resting wing position (File S1, S2). Compared to the control, *Uhg4* deletion flies carry their wings in an elevated and partially horizontally spread position.

### Effects of *Uhg4* Deletions on Fitness Traits

#### Fertility and Mating Behavior

When we generated the *Uhg4* deletion fly stocks, we did not observe eggs in vials that contained only flies homozygous for a *Uhg4* deletion and we needed to use a *CyO* balancer chromosome to maintain the deletion lines (Figure S1). To test whether the lack of eggs could be due to a failure of the *Uhg4* deletion flies to mate, we assessed mating latency and copulation duration and found that, although deletion flies do not produce progeny when mated, they do exhibit normal mating latencies, copulation times, and proportion of flies mated (Figure S2, Tables S1A, S1B). After crossing flies with the deletion to wild-type DGRP_208 flies of the opposite sex, we observed that *Uhg4* deletion females do not lay eggs, regardless of mating status or genotype of the male partner, and wild-type eggs fertilized by *Uhg4* deletion males do not develop past the embryo stage. To further probe why *Uhg4* deletion females are sterile, we dissected their ovaries after mating. Whereas ovaries in control DGRP_208 flies contain late-stage oocytes with dorsal filaments (Fig. 2A), we did not observe any late-stage (> 11) oocytes in ovaries of *Uhg4* deletion females (Fig. 2B and C). We did not perform these analyses for the *705-ΔB Uhg4* allele because it is nearly lethal as a homozygote, with rare viable adults. However, the few escaper *705-ΔB* females did not lay eggs. These results show that *Uhg4* is critical for fertility in both sexes and that the sterility of *Uhg4* deletion in females may stem from a lack of fully developed eggs.

**Fig. 2:**
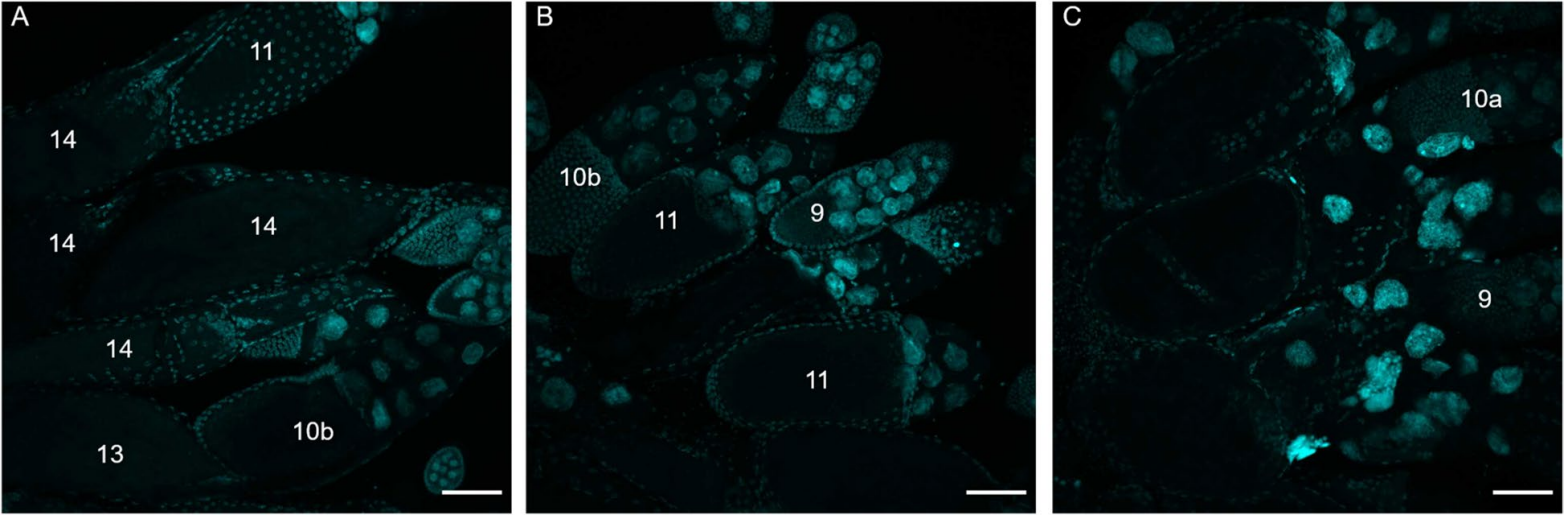
Late-stage oocytes are absent in *Uhg4* deletion lines. Maximum projection z-stack images (60 slices) of DAPI-stained developing egg chambers. **A** Control *Uhg4* (DGRP_208) ovaries. **B** *208-ΔF* ovaries. **C** *208-ΔG* ovaries. Compared to wild type, late-stage oocytes (stage number > 11) and any dorsal filaments are absent in the ovaries of flies with a *Uhg4* deletion. Scale bars represent 75 µm. Numbers represent stages based on Jia et al. [110]

#### Development Time and Viability

During maintenance of *CyO*/*Uhg4-*deletion flies, we observed delayed emergence and skewed non-Mendelian ratios of *CyO*/deletion heterozygotes and homozygous deletion progeny. We formally assessed egg-adult development time and viability for the DGRP_208 *Uhg4* deletion lines compared to the wild-type control. We placed 50 eggs from matings of *208-ΔA*/*CyO*, *208-ΔF*/*CyO*, *208-ΔG*/*CyO* or DGRP_208/*CyO* (wild type control) flies in 25 vials each and recorded the day each fly emerged, as well as the sex, balancer genotype (*Cy* or straight wing), and the total number of flies for each sex and balancer genotype that emerged. Compared to the wild-type controls, flies with *Uhg4* deletions have delayed development by about one day (*p* < 0.0001, Fig. 3A, Table S1C). Furthermore, *208-ΔA* males and all *Uhg4* deletion females show a 2.0- to 5.7-fold decrease in viability (*p* < 0.0001 for all lines, Fig. 3B, Table S1D, S1E). These results suggest that *Uhg4* is necessary for the normal timing of egg-adult development and viability.

**Fig. 3:**
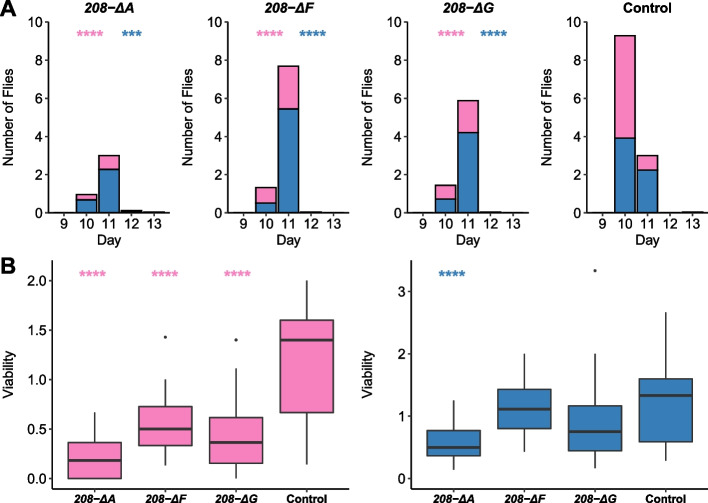
Effects of *Uhg4* deletion on egg-adult development and viability. **A** Stacked bar plots showing the average number of flies homozygous for *208-ΔA*, *208-ΔF*, *208-ΔG*, or wild type *Uhg4* (DGRP_208) that emerge from crosses of *208-ΔA*/*CyO*, *208-ΔF*/*CyO*, *208-ΔG*/*CyO* and DGRP_208/*CyO* flies. **B**-**C** Boxplots displaying viability coefficients for females (**B**) and males (**C**) for *Uhg4* deletion lines (*208-ΔA*, *208-ΔF*, *208-ΔG*) and the wild type (DGRP_208). Males are shown in blue and females are shown in pink. *N* = 25 vials of 50 embryos each per genotype. See Table S1 for all ANOVAs. *p*-values on the figure are for the comparisons of each sex to the control, by genotype. *** *p* < 0.001, **** *p* < 0.0001

### Effects of *Uhg4* Deletions on Responses to Stressors and Sleep Traits

#### Stress Responses

We assessed the effect of several stress conditions (heat shock, chill coma recovery, and ethanol sedation) on *Uhg4* deletion and wild-type control flies (Fig. 4). On average, *Uhg4* deletion lines take longer to recover from a chill-induced coma than the wild-type in analyses pooled across sexes and all deletion genotypes (*p* = 0.013, Table S1F), although there is no difference in the proportion of flies that recover from a chill-induced coma for the deletion lines compared to the control (Table S1G). However, the response to a chill-induced coma is both sex- and genotype-specific. The chill coma recovery time for all deletion lines compared to the wild type is significant for males (*p* = 0.0015) but not females (*p* = 0.666); and males are only significant for the *208-ΔA* (*p* < 0.0001) and *208-ΔF* (*p* = 0.0007) deletion genotypes (Fig. 4A). The *Uhg4* deletion lines also have reduced survival on average following a heat shock than the wild type in analyses pooled across sexes and all deletion genotypes (*p* = 0.0016, Table S1F). These effects were genotype-specific as well; only *208-ΔF* (*p* = 0.0013) and *208-ΔG* (*p* = 0.034) were formally significantly different from the wild type, although *208-ΔA* trended in the same direction (*p* = 0.093) (Fig. 4B). In contrast to temperature-related stressors, *Uhg4* deletion flies show decreased susceptibility to ethanol-induced stress. The time to sedation in response to acute ethanol exposure is significantly increased averaged over all *Uhg4* deletion lines compared to the wild type in the analyses pooled across sexes (*p* < 0.0001) as well as in females (*p* = 0.0007) and males (*p* < 0.0001) (Table S1F). Although all *Uhg4* deletion sex/genotype comparisons had significantly increased sedation times relative to the control, there was heterogeneity in the magnitudes of effects among the deletion genotypes and sexes. In females, *208-ΔF* (*p* < 0.0001) had larger effects than *208-ΔA* (*p* = 0.016) and *208-ΔG* (*p* = 0.036); while in males all *Uhg4* deletion lines had similar effects (*p* < 0.0001 for all) (Fig. 4C).

**Fig. 4:**
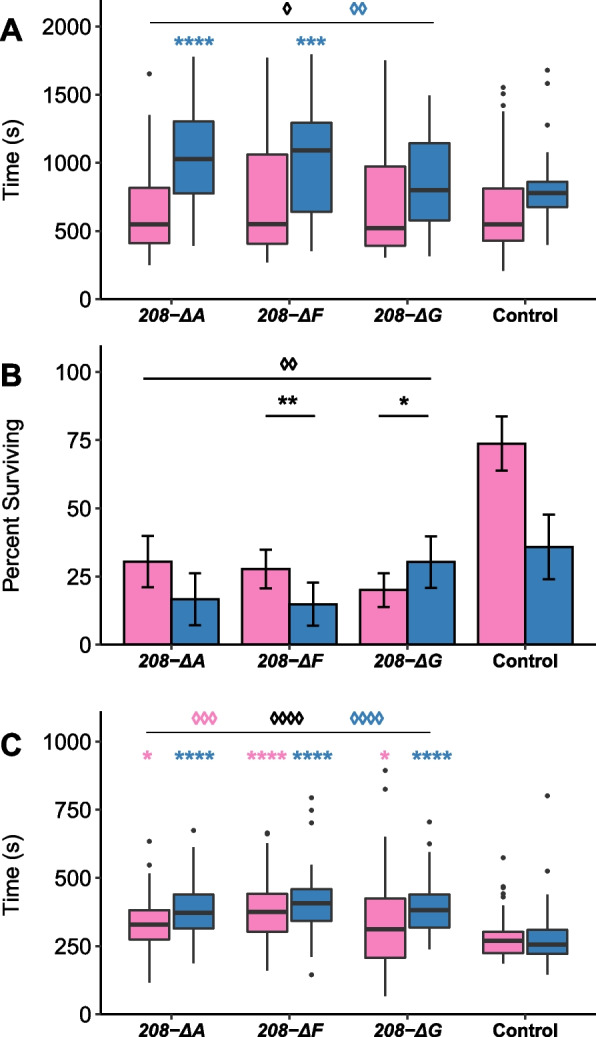
Effects of *Uhg4* deletion on responses to stress. **A** Boxplots indicating chill coma recovery time (*n* = 48–57 flies per sex and genotype). **B** Bar plots showing the average proportion of flies surviving heat shock (*n* = 10 replicates of 9 flies per sex and genotype). **C** Boxplots showing ethanol sedation sensitivity time (*n* = 44–52 flies per sex and genotype). Blue boxes indicate males and pink boxes indicate females. Error bars indicate standard error. See Table S1 for all ANOVAs. *p*-values on the figure indicated by an asterisk (*) represent comparisons of each sex to the control, by genotype. *p*-values on the figure indicated by a diamond (◊) represent comparisons of pooled *Uhg4* deletion genotypes versus the control. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

#### Sleep and Activity

We used the Drosophila Activity Monitor (DAM) System to assess the effects of *Uhg4* deletions on sleep and activity traits.

*ΔA*, *208-ΔF*, and *208-ΔG* flies sleep more during the day (*p* = 0.0009 from the analysis of all deletion lines pooled across sexes compared to the wild type, Fig. 5A, Table S1H) and night (*p* = 0.031 from the analysis of all deletion lines pooled across sexes compared to the wild type, Fig. 5B, Table S1H). The effects of the deletions are much greater on day than on night sleep. In addition, day sleep is significant averaged over all deletion lines for males (*p* = 0.026) and females (*p* = 0.014); while the effect on night sleep is male-specific (*p* = 0.011) (Table S1H). Although the *Uhg4* deletions sleep longer than the wild type during the day and night, they also have more fragmented sleep, as the number of sleep bouts increases both during the day (*p* = 0.002 from the analysis of all deletion lines pooled across sexes compared to the wild type, Fig. 5C, Table S1H) and night (*p* = 0.0001 from the analysis of all deletion lines pooled across sexes compared to the wild type, Fig. 5D, Table S1H). Concomitant with increased day and night sleep, the *Uhg4* deletions on average have decreased length of activity bouts during the day (*p* = 0.0061, Fig. 5E, Table S1H as well as decreased total locomotor activity (*p* = 0.0062 from the analysis of all deletion lines pooled across sexes compared to the wild type, Fig. 5F, Table S1H).

**Fig. 5:**
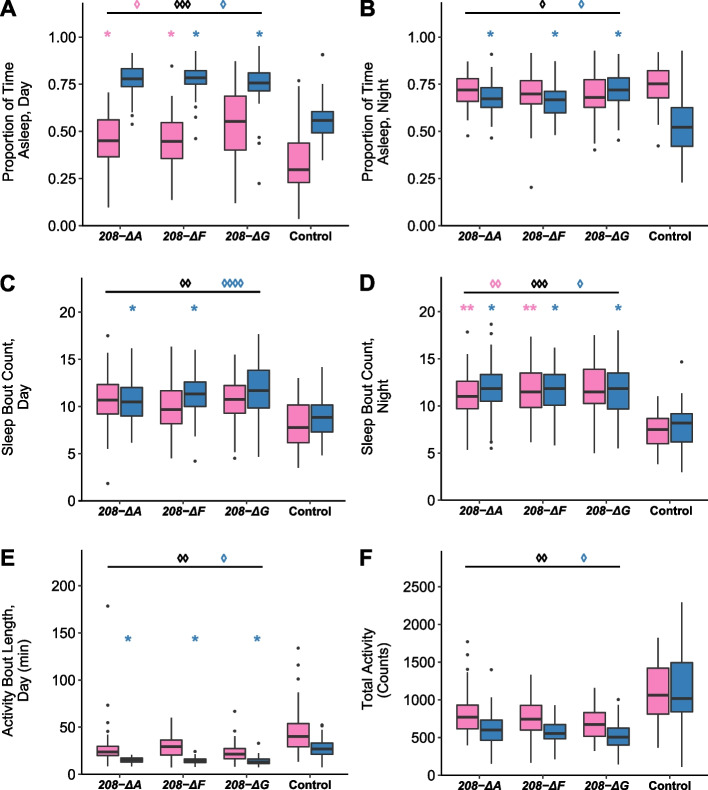
Effects of *Uhg4* deletion on sleep and activity phenotypes. **A** Boxplots showing the proportion of daytime sleep, **B** the proportion of nighttime sleep, **C** the number of sleep bouts at night, **D** the number of sleep bouts during the day, **E** total activity, and (**F**) activity bout length during the day. Blue boxes indicate males and pink boxes indicate females. Day hours are from 6 am-6 pm. *N* = 61–64 flies per sex per line, except *208-ΔG*, which had only 32 females. See Table S1 for ANOVAs. *p*-values on the figure indicated by an asterisk (*) represent comparisons of each sex to the control, by genotype. *p*-values on the figure indicated by a diamond (◊) represent comparisons of pooled *Uhg4* deletion genotypes versus the control. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

### Effects of *Uhg4* Deletions on Genome-Wide Gene Expression

To gain insights into the mechanisms by which *Uhg4* exerts its pleiotropic effects, we assessed the consequences of deletion of *Uhg4* on genome-wide gene expression, and performed RNA-sequencing on *208-ΔA*, *208-ΔF*, *208-ΔG,* and DGRP_208 whole flies, separately for males and females. 

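RNA was sequenced from 16 libraries, 2 for each sex of *208-ΔA*, *208-ΔF*, *208-ΔG* and DGRP_208, each made from 30 whole flies aged 3 to 5 days. The 3 deletion lines lack the promoter region and exon 1 of *Uhg4*, and DGRP_208 is the inbred wild-type line they were made in. According to the methods, ribosomal RNA was depleted with AnyDeplete probes, reads were filtered with AfterQC, aligned to the genome with GSNAP and, when aligned to a single place, counted per gene with featureCounts. The deposited table holds these counts as whole numbers, without normalization, for 17490 genes. The counts of a library summed to 13902521 (*208-ΔG* female replicate 1) to 51954693 (*208-ΔA* male replicate 2), and those of DGRP_208 to 21110845 to 40374586 in females and 25981378 to 43853722 in males. The paper's text gives the depth in sequenced reads, and the values here use the counted reads. Genes with a median count of at least 2 were kept, library sizes were scaled with TMM, and the 8 groups of sex and line were compared with edgeR's quasi-likelihood test, which left 8 residual degrees of freedom. Levels are given as CPM, counts scaled to library size, on the TMM scale, and a fold change refers to the mean of the deletion groups over DGRP_208 unless lines are named. Fold changes and their errors come from edgeR, and adjusted p-values are Benjamini-Hochberg values from its test over all genes kept. Libraries of the same group also differed. As a measure, 186 chemoreceptor genes were used, which encode odorant, gustatory and ionotropic receptors and are silent in most cells of the fly. Their median level in a library, in reads per kilobase scaled to the total count (RPKM), spanned 16.6-fold over the libraries. The 2 libraries of DGRP_208 males stood at 0.601 and 3.37 RPKM, and those of DGRP_208 females at 1.96 and 0.613. The second principal component of the counts, with 28.3% of the variance, followed this level across the 16 libraries (Spearman's rho = -0.965). Pearson's r with the log2 level was -0.981 (permutation p = 1e-05, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median level, r was -0.972, and within females and within males it was -0.997 and -0.997. For the first component, with 59.5% of the variance, r was 0.169.

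**Figure D1:**
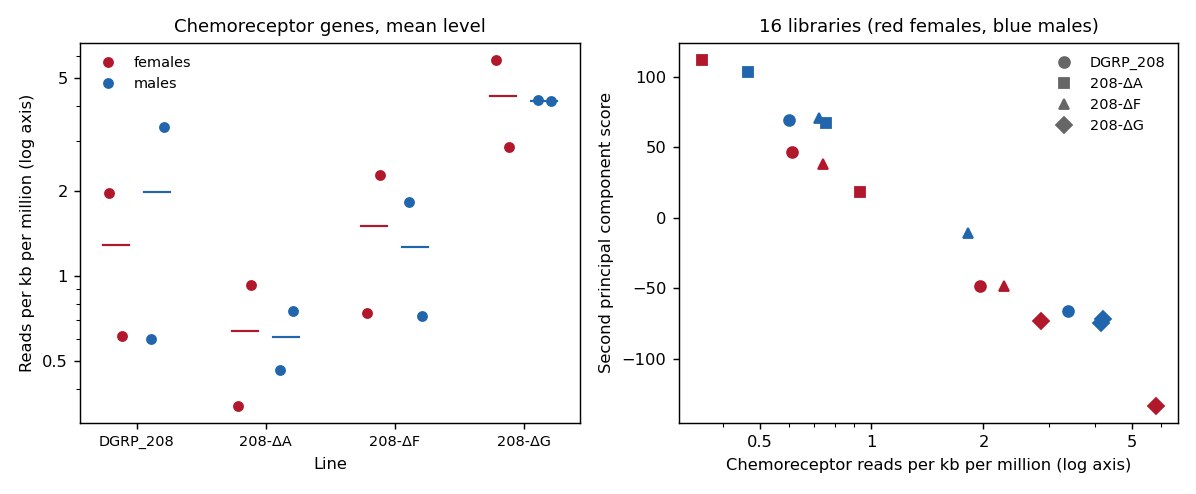
Left, median RPKM over 186 chemoreceptor genes in each library (points, log axis) by line and sex, with horizontal bars for the means of 2 libraries. The panel's title calls this median the mean level. Right, the score of each of the 16 libraries on the second principal component against that level (log axis). The *208-ΔG* libraries lie at 2.86 to 5.81 and the *208-ΔA* libraries at 0.350 to 0.930.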

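Between the sexes, averaged over the 4 lines, 3368 genes were higher in males and 3081 were lower at an adjusted p under 0.05 from edgeR. *Mst57Db* and *Acp26Aa*, which encode proteins of the male seminal fluid, had log2 fold changes in males over females of 9.58 (standard error 0.628, adjusted p = 7.71e-07) and 7.21. *Vm26Ab*, a vitelline membrane gene of the eggshell, had a log2 fold change of -5.40 (standard error 0.825, adjusted p = 2.87e-04), and *Cp36*, a chorion gene, one of -4.15. *piwi*, which encodes a germ line protein of the piRNA pathway, had one of -3.28 (adjusted p = 1.41e-05). Each of the 8 male libraries held more *Mst57Db* than each of the 8 female libraries. In 1 library of each sex, transcripts of the other sex stood apart. *208-ΔA* male replicate 2 held 183 CPM of the yolk protein gene *Yp1* and 77.0 CPM of *Vm26Ab*, against 3.98 to 28.5 and 0.744 to 7.13 CPM in the other males, and *208-ΔF* female replicate 2 held 33.3 CPM of *Mst57Db*, against 0.844 to 1.96 CPM in the other females. The cause was not tested.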

We performed factorial fixed effect ANOVAs for each of the 16,212 genes expressed in young adult flies that evaluate the significance of the main effects of the four *Uhg4* genotypes (Line), Sex, and the Line by Sex interaction. 

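For the Line term, edgeR gave 8165 genes an unadjusted p under 0.05. Many of these genes shared the same adjusted p of 0.0568, among them *Ilp6*, *TwdlD*, *Act79B* and *lncRNA:Hsromega*. At an adjusted p under 0.05, 31 genes passed, and 8219 passed at an adjusted p under 0.1. The number found by the first p-value above its critical value was 26 at Q = 0.05 and 8219 at Q = 0.1.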

Plotting ordered raw *p*-values and adjusted *p*-values using a false discovery rate (FDR) correction using the Benjamini–Hochberg procedure (BH-FDR) against the number of tests revealed a non-monotonic relationship between raw *p*-values and adjusted *p*-values (Figure S3a). This relationship caused an artificial inflation in the number of differentially expressed genes at BH-FDR < 0.1. Therefore, we used a BH-FDR thresholding approach to identify statistically significant genes at BH-FDR < 0.1. 

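A per-gene linear model of Line, Sex and their interaction, the terms of the paper's model, gave on TMM-scaled CPM 32 genes at an adjusted p under 0.05 for Line. It gave 8256 genes at an adjusted p under 0.1. Over the same step, the edgeR count for the comparison of *208-ΔG* with DGRP_208 rose from 44 to 1732 genes, while those for *208-ΔA* and *208-ΔF* with DGRP_208 rose from 27 to 51 and from 12 to 27. The comparison of *208-ΔG* with *208-ΔF* went from 0 genes to 4554, of which 714 were higher and 3840 lower in *208-ΔG*. By the first p-value above its critical value, 0 genes passed there at Q = 0.1. For that comparison the smallest adjusted p from edgeR was 0.0622, 6284 genes had an unadjusted p under 0.05, and at an adjusted p under 0.05 DESeq2 called 4636 genes, limma-voom 0 and the per-gene linear model 1.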

Briefly, after ordering the genes based on ascending raw *p*-values, we compared each gene’s raw *p*-value to its BH-FDR critical value calculated as $$rank\times \frac{Q}{number of tests}$$ at both Q = 0.05 and Q = 0.1 (Figure S3b). For both critical values, *p*-value thresholds were determined as the first occurrence of the raw *p*-value greater than critical values. 

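Averaged over the sexes, 10 genes were higher and 9 lower in the 3 deletion lines than in DGRP_208. *CtsL3* (CG11459, FBgn0037396), which encodes a cathepsin L-like protease, was higher, with a log2 fold change of 1.96 (standard error 0.153, adjusted p = 5.58e-04). Its level was 21.3 ± 3.98 CPM (SD, n = 2) in DGRP_208 females and 58.0 ± 12.3 CPM (SD, n = 6 libraries of 3 lines) in deletion females, and 14.1 ± 4.44 and 83.0 ± 23.9 CPM in males. *BaraB* (CG13749, FBgn0033353), a gene of the Baramicin family, was higher, with a log2 fold change of 1.48 (standard error 0.168, adjusted p = 0.00459). *Nepl5* (FBgn0031808), a neprilysin-like metallopeptidase, was lower, with a log2 fold change of -1.44 (standard error 0.131, adjusted p = 8.45e-04), at 143 ± 14.1 CPM in DGRP_208 females and 50.8 ± 14.4 CPM in deletion females. *Fign*, *Ugt37A2* and *Cyp12a5* had log2 fold changes of -1.27, -0.85 and -1.06 (adjusted p = 0.00459, 0.00644 and 0.00500). In females alone, 4 genes were higher and 17 lower, and in males alone 6 were higher and 4 lower. These counts changed when 1 library was left out. They were lowest without DGRP_208 female replicate 2 for females and without DGRP_208 male replicate 1 for males. The number of genes called for the Line term depended on single libraries: it was 7751 without DGRP_208 male replicate 2, 6843 without DGRP_208 male replicate 1, 4390 without *208-ΔF* female replicate 2, 2626 without *208-ΔG* female replicate 2, 109 without *208-ΔF* female replicate 1, and 8 to 18 without any 1 of the others. *CtsL3*, *BaraB* and *Nepl5* were called in each of these 16 refits, and the *Fign* call ended without DGRP_208 female replicate 2, as did those of *Ugt37A2* and *Cyp12a5*, which also ended without DGRP_208 male replicate 1 (adjusted p up to 0.0628, 0.115 and 0.0899).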

Using this method, we identified 17 differentially expressed genes at a BH-FDR < 0.05 for the Line and/or Line by Sex terms (Table S2, Table S3). The top three differentially expressed genes were *Uhg4*, *snoRNA:Psi28S-2949,* and *snoRNA: Or-aca5*. 

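Averaged over the sexes, *snoRNA:Or-aca5* (FBgn0086672) was lower in the deletion lines, with a log2 fold change of -8.08 (standard error 0.514, adjusted p = 1.37e-04), and its Line term had the smallest adjusted p of all genes, 0.00157. *Uhg4* (FBgn0083124) was lower, with a log2 fold change of -2.63 (standard error 0.286, adjusted p = 0.00385), with an adjusted p of 0.0161 for Line. *snoRNA:Psi28S-2949* (FBgn0082981) was lower, with a log2 fold change of -3.67 (standard error 0.556, adjusted p = 0.0372). Its Line term did not pass the test, and its call ended in 12 of the 16 refits without 1 library (adjusted p up to 0.621). The calls of *snoRNA:Or-aca5* and *Uhg4* held in all of these refits.

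**Figure D2:**
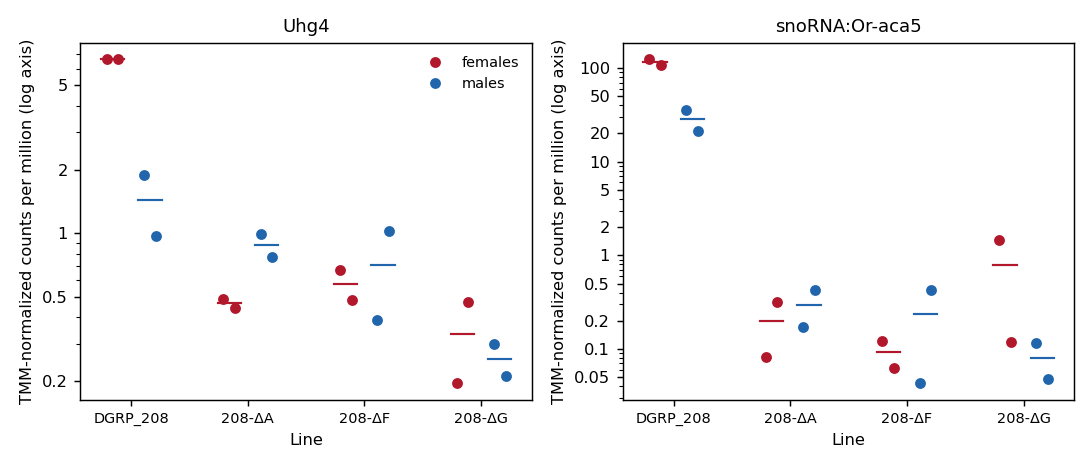
CPM of *Uhg4* and *snoRNA:Or-aca5* (log axes) in each library (points) by line and sex, with horizontal bars for the means of 2 libraries. Every DGRP_208 library lies above every deletion library of its sex for *snoRNA:Or-aca5*.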

The near-complete loss of *Uhg4* expression in the deletion genotypes is expected due to the deletions of the promoter region and exon 1. 

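In females, *Uhg4* was at 6.67 ± 0.00831 CPM (SD, n = 2) in DGRP_208, and at 0.467, 0.578 and 0.335 CPM (means of 2 libraries) in *208-ΔA*, *208-ΔF* and *208-ΔG*. This is a log2 fold change of -3.87 (standard error 0.4001, adjusted p = 0.00473). In males it was at 1.43 ± 0.647 CPM in DGRP_208, and at 0.883, 0.704 and 0.255 CPM in the same lines, a log2 fold change of -1.40 (standard error 0.418, adjusted p = 0.900), which did not pass the test. The fold changes of the 2 sexes differed by 2.47 (standard error 0.634, adjusted p = 1.00 from edgeR over all genes), which did not pass the test. The depth behind these levels was 276 and 121 reads in the DGRP_208 female libraries, 66 and 33 in the DGRP_208 male libraries and 4 to 40 in the deletion libraries. Whether reads in the deletion lines come from what remains of *Uhg4*, from its snoRNAs or from *Ctu1*, which overlaps its 3′ end on the other strand, cannot be seen in counts per gene, and the strand used in counting is not stated. The call in females ended without DGRP_208 female replicate 2, and with the 8 female libraries fitted alone it ended too (adjusted p = 0.103). It also ended without the *208-ΔG* libraries, a fit chosen after seeing the data.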

The two snoRNAs are located in the first two introns of *Uhg4*. 

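In the annotation of dm6, *Uhg4* lies on chromosome 2R from 9095273 to 9097312 on the plus strand, with 1 transcript of 8 exons, and exon 1 ends at 9095339. *snoRNA:Psi28S-2949* lies from 9095372 to 9095526 in intron 1 and *snoRNA:Or-aca5* from 9095685 to 9095832 in intron 2. Another 5 snoRNAs, *snoRNA:Me28S-G3255a*, *snoRNA:Me28S-A982a*, *snoRNA:Me28S-A982b*, *snoRNA:Me28S-G3255b* and *snoRNA:Or-CD2*, lie in introns 3 to 7. The gene upstream, *Boot*, lies on the minus strand from 9092506 to 9094658, 614 bases from *Uhg4*. *Ctu1* lies on the minus strand from 9096931 to 9098525 and overlaps exons 7 and 8 of *Uhg4* and *snoRNA:Or-CD2*. The breakpoints of the deletions are not in the count table and are not drawn.

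**Figure D3:**
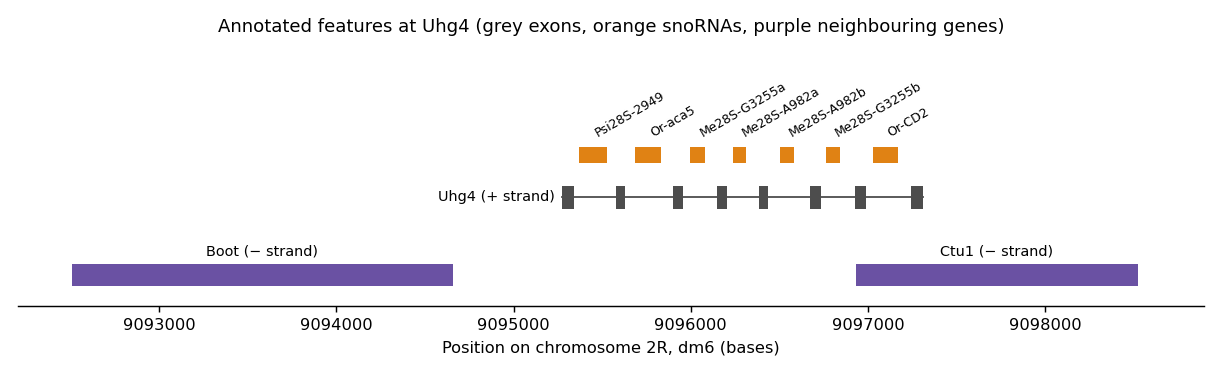
Annotated features on chromosome 2R of dm6 around *Uhg4*, to scale, with position in bases on the horizontal axis. Grey boxes are the 8 exons of *Uhg4*, orange boxes the 7 snoRNAs in its introns and purple boxes the neighbouring genes *Boot* and *Ctu1*, and each gene's strand is shown.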

Decreased expression of *snoRNA:Psi28S-2949* and *snoRNA:Or-aca5* suggests the *Uhg4* deletions affect regulatory sequences common to both snoRNAs, since their coding sequences are not altered (Fig. 1). 

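In DGRP_208 females *snoRNA:Or-aca5* was at 116 ± 12.4 CPM (SD, n = 2), with 5185 and 1951 reads, and in deletion females at 0.361 ± 0.548 CPM (SD, n = 6), with 1 to 30 reads. In males the levels were 28.6 ± 10.5 and 0.205 ± 0.178 CPM. The log2 fold change was -8.85 (standard error 0.740, adjusted p = 0.00227) in females and -7.31 (standard error 0.717, adjusted p = 0.00557) in males. *snoRNA:Psi28S-2949* was at 2.50 ± 0.420 CPM in DGRP_208 females, with 116 and 40 reads, and at 0.0670 ± 0.0569 CPM in deletion females, a log2 fold change of -5.54 (standard error 0.709, adjusted p = 0.0171). In males it had 11 and 3 reads in DGRP_208 and 0 to 5 in the deletion libraries, too few to show a difference at this depth (log2 fold change -1.80 (standard error 0.821, adjusted p = 0.999)). Leaving out either *208-ΔA* female library, either DGRP_208 female library or *208-ΔG* female replicate 2 ended the call of *snoRNA:Psi28S-2949* in females (adjusted p up to 0.155). Reads that a library protocol for total RNA gives on a snoRNA of this length can also come from an unspliced host transcript, which counts per gene do not separate.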

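Of the 17 genes of Table S2 at the stricter threshold, 8 passed the Line term at an adjusted p under 0.05 and 17 at an adjusted p under 0.1, and since the study chose them on these samples this is not independent evidence. The 10 with a CG or CR symbol in the table or a noncoding product are *Uhg4*, 3 snoRNAs, *lncRNA:CR43409*, *lncRNA:CR46046*, *BaraB*, *CtsL3*, *CG15022* and *CG8910*. *lncRNA:CR43409* was higher in *208-ΔG* than in *208-ΔA*, with a log2 fold change of 2.10 (standard error 0.282, adjusted p = 0.0100), with 0.310 CPM in DGRP_208 females. *lncRNA:CR46046* differed in the same direction by 1.88 and *CG8910* by 0.68 (adjusted p = 0.0100 for both). Against DGRP_208, averaged over the 3 lines, their fold changes were 0.72 and -0.05 in females and 0.34 and 0.05 in males, and did not pass the test. The calls between *208-ΔG* and *208-ΔA* ended with the chemoreceptor level as a covariate, chosen after seeing the data (smallest adjusted p of all genes from edgeR 0.296). *snoRNA:Psi18S-1347b* (FBgn0083053), which lies outside *Uhg4* on chromosome 2R from 18143000 to 18143142, was at 1.47 ± 0.0289 CPM in DGRP_208 females and 0.591 ± 0.169 CPM in deletion females (log2 fold change -1.34 (standard error 0.293, adjusted p = 0.241)).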

Ten of the 17 differentially expressed genes are computationally predicted genes and/or noncoding RNAs, including *Uhg4,* and have limited to no information on gene function. 

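*Ilp6* (FBgn0044047, chromosome X of dm6 from 2331493 to 2334658), which encodes an insulin-like peptide made in the fat body, was higher in *208-ΔA* than in DGRP_208, with a log2 fold change of 0.89 (standard error 0.142, adjusted p = 0.0448), averaged over the sexes. In *208-ΔF* and *208-ΔG* the fold changes were 0.48 and 0.11 and did not pass the test (adjusted p = 0.627 and 0.562). *Ilp6* in *208-ΔG* was below that in *208-ΔA*, with a log2 fold change of -0.78 (standard error 0.142, adjusted p = 0.0100). This call ended with the chemoreceptor level as a covariate, chosen after seeing the data (smallest adjusted p of all genes from edgeR 0.296). In females the levels were 32.4 ± 1.26 CPM (SD, n = 2) in DGRP_208, 56.4 ± 1.01 CPM in *208-ΔA*, 41.5 ± 0.130 CPM in *208-ΔF* and 34.1 ± 8.96 CPM in *208-ΔG*. In males they were 28.2 ± 3.89, 55.4 ± 1.08, 42.8 ± 5.18 and 31.1 ± 0.862 CPM. Over the 3 lines together, *Ilp6* was not called in females, in males or in both. Of 21 genes of insulin signalling, *Ilp6* included, edgeR, DESeq2 and limma-voom each called 0 in either sex, also when adjusted over the list alone with edgeR, with 2 in females and 1 in males at an unadjusted p under 0.05.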

One of the 17 significantly differentially expressed genes was *insulin-like peptide 6* (*Ilp6*).

A total of 17 genes that are differentially expressed in *Uhg4* null genotypes is not sufficient to infer the function of *Uhg4* from the enrichment of Gene Ontologies (GO) and networks of the co-regulated genes. Therefore, we relaxed the significance threshold to BH-FDR < 0.1 for the Line and Line by Sex terms of the ANOVA models. This resulted in 180 differentially expressed genes (Table S2). 

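All 180 genes of Table S2 were among those tested here, and 24 of them passed the Line term at an adjusted p under 0.05 and 167 at an adjusted p under 0.1. Against DGRP_208, averaged over lines and sexes, 7 of the 180 were higher and 7 lower. In females 3 were higher and 12 lower, and in males 5 were higher and 2 lower. Between the lines themselves, 150 of them (83.3%) differed between *208-ΔG* and *208-ΔA* at an adjusted p under 0.05, as did 57.9% of all genes tested. By the first p-value above its critical value, 2 of all genes tested passed at Q = 0.05 and 10867 at Q = 0.1. *Srg3* was higher in *208-ΔG*, with a log2 fold change of 1.98 (standard error 0.210, adjusted p = 0.0100), and the hemocyte gene *Hml* and the immune-induced gene *BomT2* were lower, with log2 fold changes of -1.13 and -1.56. With the level of chemoreceptor reads as a covariate, an alternative chosen after seeing the data, 27 of the 180 passed the Line term and none of all genes tested differed between *208-ΔG* and *208-ΔA* by edgeR (690 at an unadjusted p under 0.05). The study chose the 180 genes on these samples, so their count is not independent evidence. The number of the 180 called for Line was 7 to 153 over the refits without 1 library, highest without DGRP_208 male replicate 2.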

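All 10 genes of Table S2 (B) are also in Table S2 (A), and in these counts 2 of the 10 passed the Line term at an adjusted p under 0.05 and 8 at an adjusted p under 0.1. Among the genes named in the text, *Ppox*, which encodes protoporphyrinogen oxidase of haem synthesis, had an unadjusted p of 0.00355 for Line by Sex, *CtsL3* 0.00766 and *TwdlD* 0.00998. *Ppox* was at 30.8 ± 2.95 CPM (SD, n = 2) in DGRP_208 males and 51.2 ± 12.4 CPM (SD, n = 6) in deletion males, and at 18.5 ± 1.30 and 19.9 ± 2.58 CPM in females. For the Line by Sex term, edgeR called 0 genes, with 736 at an unadjusted p under 0.05 and a smallest adjusted p of 0.368. DESeq2 called 31 genes, limma-voom 0 and the per-gene linear model on TMM-scaled CPM 8. In data simulated without any Line by Sex difference, with genes drawn independently of each other, DESeq2 still called 77 genes and edgeR 0. The real libraries share a component across genes, so these numbers may not carry over to them.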

Notably, all genes significant for the Line by Sex terms also had significant Line effects (Table S3). 

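Of 42 genes of the humoral immune response, a list of antimicrobial peptides and their regulators, 33 had a positive log2 fold change in deletion females and 35 in deletion males, with medians of 0.31 and 0.44. Adjusted over the list alone, 4 were higher and 2 lower in females, and 7 were higher and 1 lower in males. Adjusted over all genes, edgeR called 0 of them in each sex (12 in females and 12 in males at an unadjusted p under 0.05), limma-voom 0, and DESeq2 5 in females and 1 in males. *DptB*, which encodes the antimicrobial peptide Diptericin B, had log2 fold changes of 1.11 (standard error 0.448, adjusted p = 1.00) in females and 1.98 (standard error 0.488, adjusted p = 0.567) in males. *BomBc3*, of the Bomanin family, had 0.07 and 1.04. With camera, which compares a list with the other genes, the list was higher in females (adjusted p = 1.16e-07) and in males (adjusted p = 2.00e-10), and neither call held with an estimated correlation between genes (adjusted p = 0.229 and 0.120).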

For these 180 genes, only one GO term (humoral immune response GO:0,006,959) was enriched at BH-FDR < 0.05 (Table S4). However, 47 of the 180 genes did not map to a GO term. These analyses suggest that although deletion of *Uhg4* does change the transcriptome, many of these changes are associated with genes about which little, if anything, is known.

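By the annotation, 135 of the 180 genes encode proteins, 34 are noncoding RNAs, 5 are snoRNAs, 5 are pseudogenes and 1 is a tRNA. Genes called here that are also in Table S2 include the protease *CtsL3*, the Turandot genes *TotM*, *TotA* and *TotC*, and the clock gene *tim*, which was higher, with a log2 fold change of 0.69 (standard error 0.100, adjusted p = 0.0267) averaged over sexes. The *tim* call ended in 14 of the 16 refits without 1 library (adjusted p up to 0.241). From its analyses, the paper proposes that many of the changes in the transcriptome lie at genes of which little is known.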

To fully quantify transcriptomic changes in the *Uhg4* deletion flies, we also assessed changes in expression of novel transcribed regions (NTRs) previously identified in the DGRP (including DGRP_208) [82]. Of the 18,581 NTRs analyzed, we found three (12) were differentially expressed at BH-FDR < 0.05 (0.1) for the Line term, and one NTR was differentially expressed for the Line by Sex term at BH-FDR < 0.1. Together with the protein-coding genes, we have a total 193 differentially expressed genes/NTRs in the *Uhg4* deletion lines (Table S5).

We then performed k-means clustering to assess patterns of expression across genotypes, using k = 8, as it offered the largest number of clusters without redundancy of expression patterns across clusters. GO analysis of these k-means clusters emphasizes the sparsity of information currently known about the genes that are coregulated with *Uhg4*. Of the eight clusters, only four clusters (clusters 1, 3, 6, 7) have enriched GO terms (BH-FDR < 0.05). Cluster 1 is enriched for genes involved in immune response, cluster 3 is enriched for genes involved in response to stress and temperature, and clusters 6 and 7 are enriched for genes involved in cuticle structure (Table S4). 

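Stress-induced Turandot genes were higher in the deletion lines. *TotM*, in cluster 3, was at 18.3 ± 5.71 CPM (SD, n = 2) in DGRP_208 females and 255 ± 157 CPM (SD, n = 6) in deletion females, a log2 fold change of 3.61 (standard error 0.477, adjusted p = 0.0186), and at 10.6 ± 1.13 and 417 ± 283 CPM in males, a log2 fold change of 5.06 (standard error 0.522, adjusted p = 0.00606). *TotA*, in cluster 2, was higher, with a log2 fold change of 2.34 (standard error 0.340, adjusted p = 0.0244) in females and 3.36 (standard error 0.364, adjusted p = 0.00746) in males, and *TotC* with one of 3.13 (standard error 0.376, adjusted p = 0.0135) in males. Of 8 Turandot genes tested, 2 were higher in females and 3 in males (5 and 5 adjusted over the list alone), none was lower, and the medians were 1.79 and 2.93. Camera called the list higher in females and males (adjusted p = 1.33e-13 and 5.88e-18), also with an estimated correlation (adjusted p = 0.0268 and 0.0207). Its members *TotM*, *TotA* and *TotC* are in Table S2, whose genes the study chose on these samples. The calls of the list are therefore not independent evidence. Of 18 heat shock genes, edgeR called 0 in each sex, with 3 in females and 2 in males at an unadjusted p under 0.05, DESeq2 1 in each and limma-voom 0, while adjusted over the list alone 1 was higher and 1 lower in females and 1 lower in males. Of 118 cuticle genes, 2 were lower in females (6 lower adjusted over the list alone) and edgeR called 0 in males, with 6 at an unadjusted p under 0.05, DESeq2 1 and limma-voom 0. These 2 are *Lcp65Ag2* and *TwdlD*, both in cluster 1. *Lcp65Ag2* fell from 16.6 ± 3.95 to 1.32 ± 0.596 CPM, a log2 fold change of -3.73 (standard error 0.350, adjusted p = 0.00240), and *TwdlD* from 12.7 ± 0.829 to 1.56 ± 1.06 CPM, one of -3.21 (standard error 0.440, adjusted p = 0.0186). Camera's call of the cuticle list in females (adjusted p = 0.0198) was lost with an estimated correlation (adjusted p = 0.882), and the list's median of -0.06 turned to 0.01 with DESeq2 size factors and 0.03 with library size only. The *TwdlD* call ended in 10 of the 16 refits without 1 library (adjusted p up to 0.233), the *TotA* call in females in 9 (up to 0.479), and those of *TotM* in females and of *TotM* and *TotA* in males without either DGRP_208 library of that sex (up to 0.356). The *TotC* call in males ended without either *208-ΔG* male or either DGRP_208 male library (adjusted p up to 0.222).

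**Figure D4:**
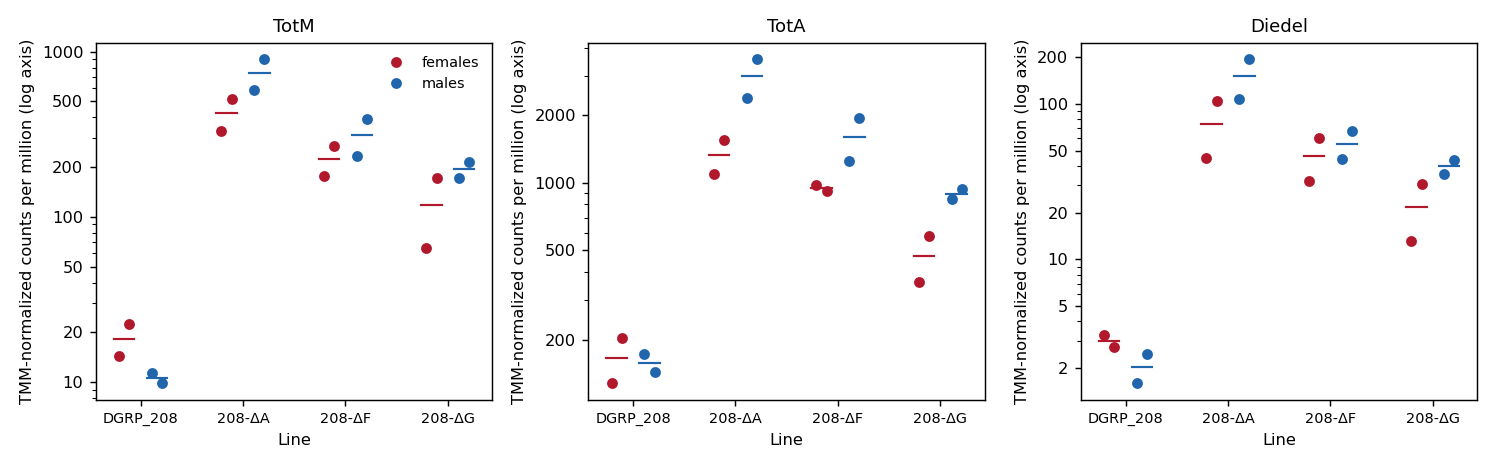
CPM of *TotM*, *TotA* and *Diedel* (log axes) in each library (points) by line and sex, with horizontal bars for the means of 2 libraries. *Diedel*, a secreted protein induced by immune challenge, is not in Table S2.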

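All 21 genes of k-means cluster 1 in Table S5 had a negative log2 fold change averaged over lines and sexes, and 4 of them were called lower, none higher. In females the medians of the cluster were -3.004 in *208-ΔA*, -2.40 in *208-ΔF* and -1.82 in *208-ΔG*, and in males they were -0.47, -0.20 and -0.33. The chemoreceptor level of the females stood in the same order of lines, at 0.350 to 0.930, 0.741 to 2.27 and 2.86 to 5.81 RPKM. Whether the medians of cluster 1 follow that level was not tested. *CG15022* (FBgn0035547), one of its protein-coding genes, fell in females from 13.2 ± 1.40 to 1.69 ± 1.58 CPM (log2 fold change -3.35 (standard error 0.392, adjusted p = 0.0126)) and had a log2 fold change of 0.19 in males. *Jon44E*, a serine protease of the midgut, was lower in females, with a log2 fold change of -1.21 (standard error 0.178, adjusted p = 0.0250), a call that ended in 14 of the 16 refits without 1 library (adjusted p up to 0.504). Leaving out either *208-ΔA* or either DGRP_208 female library ended the call of *CG15022* (adjusted p up to 0.102). The clusters were formed from these samples, so the shared direction is not independent evidence.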

Cluster 1 consists of genes largely downregulated in deletion lines compared to the control, including *Uhg4*, as well as other noncoding RNAs and two NTRs (Figure S4). 

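In cluster 2 of Table S5, 18 of 20 genes differed between the sexes, with a median log2 fold change of 1.30 in males over females. In cluster 3, 41 of 45 genes had their highest fitted level over the 4 lines in *208-ΔA*, and 42 were called lower in *208-ΔG* than in *208-ΔA* (median log2 fold change -1.10). Against DGRP_208 the medians of cluster 3 were 0.89 in *208-ΔA*, 0.47 in *208-ΔF* and -0.17 in *208-ΔG*. In cluster 5, 58 of 59 genes were highest in *208-ΔG*, and 54 were called higher there than in *208-ΔA* (median 1.65), with medians against DGRP_208 of -0.51, -0.15 and 1.09. *CG15096*, of cluster 3, was lower in *208-ΔG* than in *208-ΔA*, with a log2 fold change of -1.53 (standard error 0.173, adjusted p = 0.0100). Over all genes, edgeR called 4507 higher and 4886 lower in *208-ΔG* than in *208-ΔA*. By the first p-value above its critical value, 2 genes passed at Q = 0.05 and 10867 at Q = 0.1. The same lines lay at the ends of the chemoreceptor level, at 4.14 to 4.18 RPKM in *208-ΔG* males and 0.465 to 0.753 in *208-ΔA* males. With that level as a covariate, an alternative chosen after seeing the data, 0 genes of any cluster were called between the 2 lines by edgeR.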

Broadly, cluster 2 contains sexually dimorphic genes, whereas clusters 3 and 5 show genes upregulated in *208-ΔA* and *208-ΔG*, respectively, compared to other lines. 

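In cluster 3 the fitted level of 40 of 45 genes in *208-ΔF* lay between those in *208-ΔA* and *208-ΔG*, averaged over the sexes. In cluster 6 this held for 8 of 9 genes and in cluster 8 for 12 of 14. It was not particular to these clusters. It also held for 51 of 59 genes in cluster 5, 9 of 11 in cluster 4, 16 of 21 in cluster 1 and 11 of 20 in cluster 2. The share over all genes was not counted. The medians of cluster 6 against DGRP_208 were -1.18 in *208-ΔA*, 0.62 in *208-ΔF* and 1.02 in *208-ΔG* females, and -0.48, 0.56 and 0.97 in males. Those of cluster 8 were -0.61, 0.08 and 0.68 in females and -0.79, -0.44 and -0.01 in males. Between *208-ΔF* and *208-ΔA* edgeR called 1 gene of all tested, and 10 of the 14 genes of cluster 8 and 9 of the 9 of cluster 6 were called higher in *208-ΔG* than in *208-ΔA*. The cluster 6 genes include *lncRNA:CR46046* and the chemoreceptor gene *Ir60d*. The call between *208-ΔF* and *208-ΔA* varied from 0 to 4 genes over the refits without 1 library. The chemoreceptor level of the *208-ΔF* libraries was 0.741 and 2.27 RPKM in females and 1.82 and 0.724 in males.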

*208-ΔF* displays intermediate expression patterns compared to *208-ΔA* and *208-ΔG* in clusters 3, 6, and 8 (Figure S4).

In an effort to generate further hypotheses about the role of *Uhg4* and its co-regulated genes, we used the FlyBase database of known genetic and physical interactions within *D. melanogaster* [79] to generate interaction networks for the subset of 180 co-regulated genes at BH-FDR < 0.1. We also included first-degree interaction neighbors, genes, or proteins that are recorded in the database as directly interacting with at least one of the 180 focal genes. These networks revealed nine subclusters containing genes enriched for a broad spectrum of biological processes, including iron ion transport, fatty acid metabolism, temperature stress response, membrane trafficking, and morphogenesis (Fig. 6, Table S4). 

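*Ubx* and *dlp*, interaction neighbors of the 180 genes, were both measured in these libraries and were not called in either sex. *Ubx*, a homeotic transcription factor gene, was at 32.5 ± 2.93 CPM (SD, n = 2) in DGRP_208 females and 36.1 ± 4.25 CPM (SD, n = 6) in deletion females, a log2 fold change of 0.14 (adjusted p = 1.00), and had one of 0.11 in males. *dlp*, which encodes a glypican of the cell surface, had log2 fold changes of 0.01 and 0.06. Between the lines, *Ubx* was lower in *208-ΔG* than in *208-ΔA*, with a log2 fold change of -0.43 (standard error 0.137, adjusted p = 0.0219). This call ended with the chemoreceptor level as a covariate, chosen after seeing the data (smallest adjusted p of all genes from edgeR 0.296). For the Line term, the adjusted p was 0.0773 for *Ubx* and 0.529 for *dlp*. The network itself rests on a database of interactions and was not analysed here.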

Cluster 9, which contains the genes *Ubx*, *dlp*, and *Pten*, among others, was enriched for hundreds of GO terms, far more than any other cluster, suggesting genes in this cluster are critical for a wide range of processes, including morphogenesis, cell differentiation, transcription factor signaling, sleep and activity, reproduction, stress response, and metabolism (Table S4). Cluster 4 was not enriched for any GO terms and attempts at manual annotation did not reveal related functions for genes in this cluster (Table S4). These results indicate that the lncRNA *Uhg4* contributes to diverse cellular functions.

**Fig. 6:**
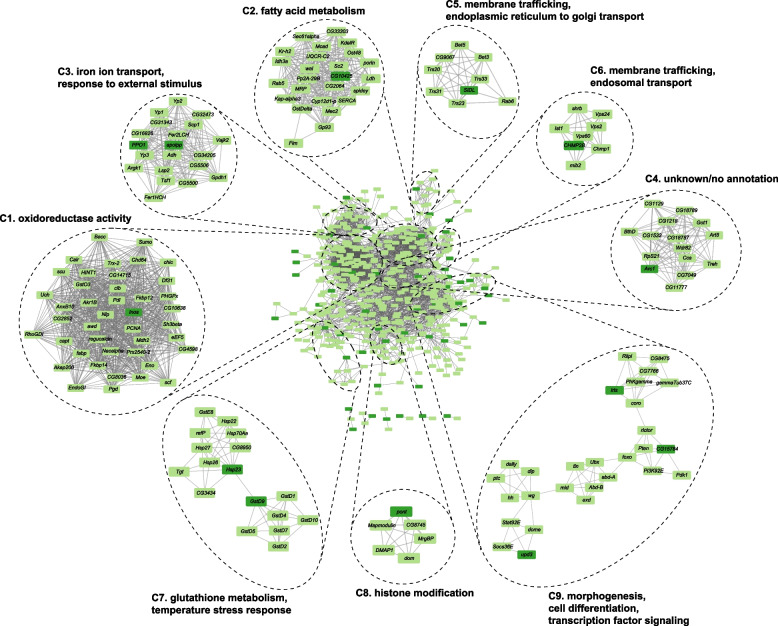
Interaction networks of genes coregulated with *Uhg4*. Interaction networks (physical and genetic interactions) based on 180 genes with differential expression for the *Line* term (BH-FDR < 0.1). The full network (including interaction neighbors within 1 degree) is in the middle of the figure, with MCODE subclusters and subcluster GO enrichment annotations (Table S4) on the perimeter. Dark green indicates the input 180 genes, and light green indicates an interaction neighbor. Names are Drosophila gene symbols. Numbers in parentheses indicate the cluster number

## Discussion

We used *Uhg4*-knockout flies to assess the role of the lncRNA *Uhg4* across multiple fitness traits. We present evidence that *Uhg4* is critical for egg development and fertility and has pleiotropic effects on viability, development, stress responses, and sleep. Genome-wide gene expression data support the finding that *Uhg4* has pleiotropic effects, as *Uhg4* is coregulated with genes involved in a wide range of biological processes, including development, trafficking, metabolism, and stress response. 

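The list of 2142 long noncoding RNAs tested was taken by the prefix lncRNA or asRNA of the symbol, so it leaves out *Uhg4* and the snoRNAs. The paper's differentially expressed genes come from its Line and Line by Sex terms, which are other tests. For the deletion lines against DGRP_208, edgeR called 0 of the list in females, with 63 at an unadjusted p under 0.05, DESeq2 1 and limma-voom 0. In males it called 1 lower (1 adjusted over the list alone), DESeq2 10 and limma-voom 0. The one called is *asRNA:CR44205*, with a log2 fold change of -3.27 (standard error 0.455, adjusted p = 0.0351), and its call ended in 15 of the 16 refits without 1 library. *lncRNA:Hsromega*, a heat shock RNA, had log2 fold changes of -1.45 (standard error 0.371, adjusted p = 0.440) in females and -1.75 (standard error 0.367, adjusted p = 0.349) in males. The medians of the list were 0.14 in females and -0.18 in males, and camera's call in females (adjusted p = 7.97e-06) was lost with an estimated correlation (adjusted p = 0.855).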

We also observed that many of the genes differentially expressed upon loss of *Uhg4* are also noncoding RNAs in addition to predicted genes. We can speculate that *Uhg4* exerts its pleiotropic effects through broad-based gene regulatory networks. Further studies will be needed to obtain more detailed mechanistic insights into the effects on fitness traits of noncoding RNAs in *D. melanogaster.*

Although many of the coregulated genes themselves do not have associated GO terms, many biological processes and functions implicated by GO analysis align with observed changes in organismal phenotypes. Terms involving response to external stimuli such as temperature and ethanol, as well as terms relating to immune system response, are enriched in multiple k-means and interaction network clusters. These terms align with the increased susceptibility of the *Uhg4* deletion flies to extreme hot and cold temperatures, as well as the decreased susceptibility to ethanol-mediated stressors. Interestingly, *Alcohol dehydrogenase* (*Adh*) interacts with at least two genes coregulated with *Uhg4,* providing a possible mechanistic link between *Uhg4* and ethanol response; *Uhg4* has been previously implicated in developmental ethanol exposure, which also results in decreased susceptibility to ethanol exposure in adult flies [80]. 

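*Adh* itself was at 13.3 ± 0.575 CPM (SD, n = 2) in DGRP_208 females and 12.1 ± 1.67 CPM (SD, n = 6) in deletion females, and at 14.1 ± 2.72 and 12.5 ± 2.41 CPM in males. Its log2 fold changes were -0.14 (standard error 0.207, adjusted p = 1.00) and -0.19 (standard error 0.206, adjusted p = 0.999), and the difference did not pass the test in either sex or for Line (adjusted p = 0.263). *Aldh*, which oxidizes the acetaldehyde made by Adh, had log2 fold changes of -0.47 and 0.07. Of 14 genes of the ethanol response, *Adh* and *Aldh* included, edgeR called 0 in each sex, also adjusted over the list alone, with 1 in females and 1 in males at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The list's median was -0.12 in females and -0.17 in males. Camera called it lower in males (adjusted p = 0.0331), which was lost with an estimated correlation (adjusted p = 0.865). The interactions of *Adh* come from a database and were not analysed here.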

Although not annotated in Fig. 6, interaction cluster nine is enriched for genes involved in wing morphogenesis and gamete generation (Table S4), which could explain the changes to wing position and sterility phenotypes, respectively, observed in *Uhg4* deletion flies. We constructed interaction networks from an input of 20 differentially expressed genes and NTRs (BH-FDR < 0.05) including neighbors within at least 1 degree (Figure S5A) and less stringent networks with input of 180 coregulated genes (BH-FDR < 0.1) including neighbors within at least 2 degrees (Figure S5B). Cluster 9 in Table S4, and its more stringent 2-degree interaction counterpart (Cluster 3 in Figure S5B), are enriched for hundreds of GO terms (Table S4), indicating that these genes have wide-ranging impacts. Thus, the effects of *Uhg4* deletion may extend to additional traits that we did not assess, such as iron ion transport, or other intracellular phenotypes.

Based on the DAPI-stained ovary images (Fig. 2) showing a lack of late-stage oocytes, we hypothesize that *Uhg4*-deletion females are capable of laying eggs but do not develop late-stage oocytes. This oocyte development phenotype is supported by the high expression of *Uhg4* in ovaries. However, this does not explain why embryos from wild-type females and *Uhg4* deletion males fail to develop.

*Bootlegger* (*Boot*), a gene located immediately upstream of and in opposite orientation to *Uhg4*, is also critical for proper egg development [83, 84]. Our Sanger sequencing data indicate that *Boot* is intact in all deletions and our RNAseq data do not show *Boot* to be differentially expressed. Furthermore, unlike *Uhg4*, *Boot* is minimally expressed in males and would unlikely be responsible for the sterility observed in *Uhg4*-deficient males. 

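In females, *Boot* (FBgn0033374) was at 50.6 ± 15.7 CPM (SD, n = 2) in DGRP_208 and 5.06 ± 2.45 CPM (SD, n = 6 libraries of 3 lines) in the deletion lines. This is a log2 fold change of -3.41 (standard error 0.306, adjusted p = 0.00237 from edgeR over all genes). The DGRP_208 female libraries held 39.5 and 61.7 CPM, from 1639 and 1119 reads, and the deletion female libraries 2.87 to 9.28 CPM. Averaged over the sexes, *Boot* was lower, with a log2 fold change of -1.62 (standard error 0.223, adjusted p = 0.0180), and its adjusted p for Line was 0.0493. By line, the log2 fold changes over both sexes were -2.06 in *208-ΔA*, -1.76 in *208-ΔF* and -1.04 in *208-ΔG* (adjusted p = 0.0354, 0.0890 and 0.0868). The deletion female library with the most *Boot*, *208-ΔG* replicate 1 (9.28 CPM), also had the highest chemoreceptor level (5.81 RPKM). Whether the order of the lines follows that level was not tested. The call in females ended without DGRP_208 female replicate 2 (adjusted p = 0.0586, log2 fold change within -3.69 to -2.95 over the refits without 1 library) and when the 8 female libraries were fitted alone (adjusted p = 0.103). The averaged call ended in 9 of the 16 refits. Of 27 genes of the piRNA pathway, in which *Boot* acts, *Boot* was the only 1 called in females (1 adjusted over the list alone), and edgeR called 0 in males, with 1 at an unadjusted p under 0.05, DESeq2 0 and limma-voom 0.

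**Figure D5:**
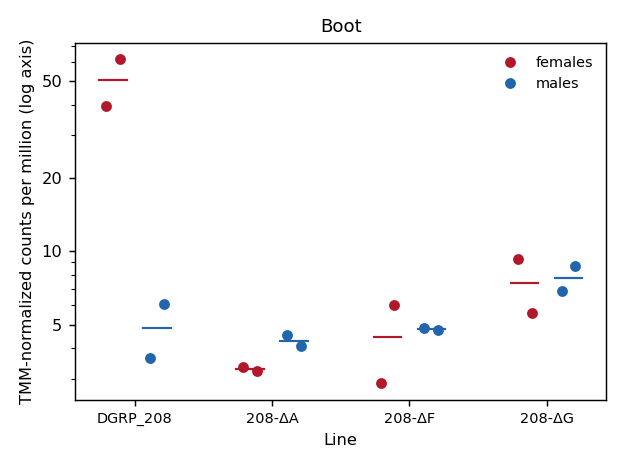
CPM of *Boot* (log axis) in each library (points) by line and sex, with horizontal bars for the means of 2 libraries. Both DGRP_208 female libraries lie above the 6 deletion female libraries, which lie at the level of the males.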

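In males, *Boot* was at 4.84 ± 1.71 CPM (SD, n = 2) in DGRP_208 and 5.63 ± 1.79 CPM (SD, n = 6) in the deletion lines, a log2 fold change of 0.17 (standard error 0.343, adjusted p = 0.999). The fold changes of *Boot* in males and females differed by 3.57 (standard error 0.503, adjusted p = 0.157 from edgeR over all genes), which did not pass the test.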

We are therefore confident that the phenotypes observed in our *Uhg4* deletion flies can be attributed to *Uhg4*, though it is possible that *Uhg4* and *Boot* share promoter elements in their intergenic region.

The role of some snoRNA host genes such as *Uhg4* was thought to facilitate transcription and splicing of snoRNAs [85–87]. 

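Of the 7 snoRNAs annotated within *Uhg4*, 2 had a median count of at least 2 and were tested, *snoRNA:Or-aca5* and *snoRNA:Psi28S-2949*. *snoRNA:Me28S-G3255a* had 3 and 11 reads in the DGRP_208 female libraries, *snoRNA:Me28S-A982a* 5 and 7, *snoRNA:Me28S-A982b* 4 and 2 and *snoRNA:Me28S-G3255b* 0 and 0, and *snoRNA:Or-CD2* had 0 reads in all 16 libraries. The deletion female libraries held 0 to 3, 0 to 2, 0 to 3 and 0 to 9 reads of the first 4, and whether these 5 differ between the lines was not tested. Over the genome, of 172 snoRNAs tested, 2 were lower in females and 1 in males, each within *Uhg4* (3 lower in females, and 1 higher and 1 lower in males, adjusted over the list alone). In females 148 of the 172 had a negative log2 fold change (median -0.74), and in males 126 had a positive one (median 0.30). Camera called the list lower in females and higher in males (adjusted p = 2.71e-23 and 8.28e-06), and both calls were lost with an estimated correlation (adjusted p = 0.470 and 0.882). Of 7 snoRNA host genes, *Uhg4* was the 1 called in females, and in males edgeR called 0 (1 lower adjusted over the list alone), with 2 at an unadjusted p under 0.05, DESeq2 0 and limma-voom 0. *Uhg2* had log2 fold changes of 0.25 and 0.51.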

Based on our results, we hypothesize that *Uhg4* has roles independent of hosting snoRNAs, as most of its snoRNAs are not differentially expressed in *Uhg4* deletion flies. The abundance of genes/NTRs coregulated with *Uhg4* that are noncoding RNAs and/or have no known function makes speculation about the possible functional mechanisms by which *Uhg4* affects a wide range of pleiotropic phenotypes challenging. *Uhg4* could bind directly to DNA or transcription factors to modulate transcriptional regulation, acting in *cis* to regulate the expression of *snoRNA:Psi28S-2949* and *snoRNA:Or-aca5*, or in *trans* to regulate the expression of other genes we observed to be differentially expressed. *Uhg4* may also serve an oncogenic role, as overexpression of *Uhg4* in a Drosophila cell line is associated with tumor growth, and*Uhg4* is a downstream target of *Myc* [88]. *Uhg4* may also act to regulate gene expression at an epigenetic level via histone modifications (Cluster 8, Fig. 6). Other lncRNAs in Drosophila that are important for thermotolerance are essential for remobilization of heterogenous ribonucleoprotein particles (hnRNPs) [41, 44]. *Uhg4*, as a host gene for snoRNAs, which also form ribonucleoproteins, might also modulate response to thermal stressors via ribonucleoproteins. *Uhg4* could also act in a similar manner to the transcript of *oskar*, which is critical for oogenesis in Drosophila [54, 89, 90]. *oskar* RNA facilitates oogenesis through multiple mechanisms, as it binds a translational regulator at one locus, has a separate 3’ region critical for proper egg-laying, and may also be involved in scaffolding of ribonucleoproteins [89].

## Conclusion

*Uhg4* is a unique example of a lncRNA with pleiotropic functions that is indispensable for viability and reproduction in *D. melanogaster*.

## Methods

### Generation of *Uhg4* null alleles

We used the flyCRISPR target finder [91] to design gRNAs flanking *Uhg4* Exon 1 (upstream: 5’- GAAGTAAAACTTCTTTGCACTGG -3’; downstream: 5’- GTAAGTATTATAGATATGATAGG -3’) that did not overlap with known genes and did not have predicted off-target effects, resulting in a 685 bp deletion. We then synthesized a single guide RNA (gRNA) vector containing both gRNAs [92]. Briefly, synthesized phosphorylated gRNAs with complementary sequences were ligated to form double-stranded gRNAs with CTTC overhangs. One double-stranded gRNA was cloned into *pBFv-U6.2* (Addgene #138,400), and the other double-stranded gRNA was cloned into *pBFv-U6.2B* (Addgene #138,401). Using flanking *Eco*RI and *Not*I sites, the resulting *U6* promoter and gRNA within *pBFV-U6.2* were excised and ligated into the *U6.2B* vector, creating a double-gRNA vector. Sanger sequencing confirmed the proper insertion of gRNAs.

The completed dual gRNA vector and *pBFv-nosP-Cas9* (Addgene #138,402) were purified and co-injected (BestGene Inc., Chino Hills, CA) into at least 300 embryos from two different *D. melanogaster* Genetic Reference Panel (DGRP) lines [81, 93], DGRP_208 and DGRP_705. These lines have minimal heterozygosity and are homosequential for the standard karyotype for all common inversions; DGRP_208 is also free of *Wolbachia* infection [81].

To preserve the inbred genetic background of the DGRP lines, we screened flies for the presence of a deletion by individually isolating DNA from clipped wings of virgin female and male flies [94]. Fly wings were covered with 10 µL of 400 µg/mL protease K in a 10 mM Tris–Cl at pH 8.2, 1 mM EDTA and 25 mM NaCl buffer and incubated at 37 °C for 2 h followed by 95 °C for 2 min. We used 2μL of the resulting DNA mixture in a PCR reaction with primers (Left: 5’- CTAGCACGGAACCCTGGAAAT -3’; Right: 5’- GCAGCGCCTAGTAATCACAGA -3’) according to ApexRedTaq (Genesee Scientific, El Cajon, CA) manufacturer instructions, with a 61 °C annealing temperature for 30 s and 30 cycles. The deletion mutations *Uhg4*^*208−ΔA*^, *Uhg4*^*208−ΔF*^, *Uhg4*^*208−ΔG*^, and *Uhg4*^*705−ΔB*^ (hereafter referred to as *208-ΔA*, *208-ΔF*, *208-ΔG* and *705-ΔB*, respectively) were isolated and placed over a *CyO* balancer chromosome in the appropriate genetic background. *Uhg4* wild-type lines (DGRP_208 and DGRP_705) are used as controls in this study.

### Drosophila culture

Flies were reared at 25 °C with 50% humidity on standard cornmeal-molasses-agar medium (Genesee Scientific, El Cajon, CA), supplemented with yeast. Flies were maintained at controlled density on a 12-h light–dark cycle (lights on at 6 am). Unless otherwise indicated, all behavioral assays were performed on 3–5 day old homozygous flies from 8:30 am to 11:30 am.

### Sanger sequencing

DNA from homozygous mutant flies was sequenced by the Sanger chain termination method using a BigDye Terminator Kit v3.1 (ThermoFisher Scientific, Waltham, MA), with the same primers used to identify deletions. Sequencing was performed on an Applied Biosystems 3730xl DNA Analyzer (ThermoFisher Scientific, Waltham, MA).

### Quantitative real-time PCR

Flies were flash-frozen for RNA extraction at 3–5 days of age. Each sample contained 30 whole flies and was homogenized using a Fisherbrand™ Bead Mill (ThermoFisher Scientific, Waltham MA). RNA was extracted using the Direct-zol RNA Miniprep kit (Zymo Research, Irvine, CA), resuspended in RNase-free water, and kept at -80 °C until further use. cDNA was synthesized using the iScript™ Reverse Transcription Supermix for RT-qPCR (Bio-Rad Laboratories, Inc., Hercules, CA) according to the manufacturer’s instructions. Quantitative real-time PCR to detect expression was performed on three biological replicates and two technical replicates per sample (except *208-ΔA*, which had two biological replicates), using SYBR™ Green PCR Master Mix (ThermoFisher Scientific, Waltham, MA) and primers (*Uhg4-*Forward: 5’- TCGGTCTTTCGATTTGGATT -3’; *Uhg4-*Reverse: 5’- TGTGTTAGTGAGCCACGTTTG -3’, spanning exons 4–5 of *Uhg4*; GAPDH-Left: 5’- CTTCTTCAGCGACACCCATT -3’; GAPDH-Right: 5’-ACCGAACTCGTTGTCGTACC -3’) according to the manufacturer’s instructions. Percent knockdown was assessed using *ΔΔct* [95]. No amplification was observed in non-template negative controls.

### Viability and development time

We placed 75 male–female pairs of flies from each of the DGRP_208 *Uhg4* genotypes (DGRP_208*/CyO*; *208-ΔA*/*CyO, 208-ΔF*/*CyO, 208-ΔG*/*CyO*) in large embryo collection cages (Genesee Scientific, San Diego, CA), supplemented with fresh yeast paste and grape juice-agar plates containing 3% agar and 1.2% sucrose in a 25% Welch’s Grape Juice concentrate solution every 12 h. After 36 h, we placed 50 0–12 h embryos in each of 25 vials per genotype. From days 9–13 after egg-laying, we collected adult flies once daily and recorded the sex, wing phenotype, and day of emergence for each fly, including flies that eclosed, but died in the food. We calculated relative egg-adult viability (*v*) for each vial as the proportion of homozygous *Uhg4* adults (1-*r*) relative to the proportion of *Uhg4*/*CyO* heterozygote adults (*r*) as *v* = 2(1-*r*)/*r* [96].

### Fertility

We assessed the fertility of homozygous males and females from the DGRP_208 *Uhg4* deletion lines by crossing virgin deletion mutant flies to virgin DGRP_208 flies, respectively, of the opposite sex. In addition, we also performed crosses of males and females within each *Uhg4* deletion line. We set up four vials each with four males and four virgin females for each genotype. For each cross, qualitative observations (presence/absence) were made for each stage of development (embryos, first instar larvae, second instar larvae, third instar larvae, pupae, adult flies). We did not perform a formal fertility assay with the *705-ΔB* deletion line due to the very low viability of *705-ΔB* homozygotes.

### Mating behavior

For each DGRP_208 *Uhg4* genotype (*208-ΔA*, *208-ΔF*, *208-ΔG*, DGRP_208), we placed 22–24 pairs of virgin flies in separate mating chambers [97, 98] to acclimate overnight. Between 8 and 10 am, fly pairs were united and video-recorded for 30 min. Copulation duration and mating latency were recorded in seconds for each fly pair. We only included flies that mated in the analyses of mating behaviors and recorded the number of pairs that did not mate during the 30-min testing period. We selected *208-ΔG* as a representative *Uhg4* mutant line and assessed the mating behaviors of crosses of *208-ΔG* males to DGRP_208 virgin females and *208-ΔG* virgin females to DGRP_208 males.

### Survival after heat shock

Vials with 2 ml of medium and 9 homozygous flies per sex and *Uhg4* genotype were placed in a 37 °C incubator for 2 or 3 h beginning at 1 pm, with five replicate vials per sex per genotype per exposure time. After the heat shock, flies were transferred to fresh vials with 2 ml of medium and allowed to recover overnight. Twenty-four hours after the heat shock, the number of surviving flies in each vial was recorded.

### Chill coma recovery time

For each genotype we placed four vials containing 15 flies without medium on ice for 3 h, sexes separately, and allowed the flies to recover in a 6-well cell culture plate (five flies per well, two genotypes per plate) for 30 min. We recorded the time until each fly righted itself by standing up [99]. Only flies that recovered within 30 min of being removed from the ice were included in the analysis (*n* = 48–57 flies per sex per line), although we also recorded the number of flies that did not recover.

### Ethanol sensitivity

We assessed the time to sedation in response to acute ethanol exposure [100] on 44–52 flies per sex per *Uhg4* genotype. Briefly, flies were aspirated into a 24-well cell culture plate and placed opposite a 24-well cell culture plate containing 100% ethanol, separated by a layer of fine screen mesh. We recorded the time to sedation, defined as the moment each fly loses postural control.

### Sleep and locomotor activity

We collected sleep and locomotor activity data using Drosophila Activity Monitors (DAM) (TriKinetics, Waltham, MA). Briefly, we placed 1–2 day-old flies into DAM monitor tubes containing 2% agar with 5% sucrose, with two DAM monitors per sex per *Uhg4* genotype, for a total of 64 flies per sex and genotype. Sleep and activity data were recorded on days 3–8 of the fly lifespan on a 12-h light–dark cycle. Sleep was defined as at least 5 min of inactivity. Only flies that survived the entire testing period were included in analyses, resulting in 61–64 flies per sex per *Uhg4* genotype (except for *208-ΔG* females, for which there was only one replicate of 32 individuals). The DAM data were initially processed with Shiny-RDAM [101] and resulting raw sleep and activity output files were downloaded for further statistical analysis.

### Statistical analyses

Unless otherwise indicated, all behavioral assays were analyzed using the “PROC MIXED” command (for a mixed-effects model) or “PROC GLM” command (for a pure fixed-effects model) in SAS v3.8 as a Type III Analysis of Variance (ANOVA). Where appropriate, flies were randomized to avoid positional or time-related effects.

Development time (day of eclosion) was analyzed according to the model *Y* = *μ* + *L* + *S* + *G* + *L* × *S* + *L* × *G* + *S* × *G* + *L* × *S* × *G* + *Rep(L)* + *S* × *Rep(L)* + *G* × *Rep(L)* + *S* × *G* × *Rep(L)* + *ε*. Heat shock (percent of flies that survived) and all sleep and activity phenotypes (e.g. locomotor activity, bout count, percent of time asleep) were analyzed according to the model *Y* = *μ* + *L* + *S* + *L* × *S* + *Rep(L* × *S)* + *ε*. Chill coma recovery time (time to recover, in seconds) and ethanol sensitivity (time to sedation, in seconds) were analyzed according to the model *Y* = *μ* + *L* + *S* + *L* × *S* + *ε.* Mating latency (in seconds), mating duration (in seconds), and viability (viability coefficient *v*) were assessed according to the ANOVA model *Y* = *μ* + *L* + *ε*. In these models, *Y* is the phenotype of interest, *μ* is the overall mean, *L* is the fixed effect of Line (DGRP_208, *208-ΔA*, *208-ΔF*, *208-ΔG*), *S* is the fixed effect of sex (male, female), *G* is the fixed effect of balancer genotype (*Uhg4*/*CyO* heterozygote, *Uhg4* homozygote), *Rep* is replicate nested within lines, and *ε* is the residual error. We performed pairwise comparisons of each *Uhg4* deletion line (*208-ΔA*, *208-ΔF*, or *208-ΔG*) with the *Uhg4* wild type control, as well as a pooled comparison across all deletion lines compared to the control. For mating phenotypes, we also compared *208-ΔG* females x DGRP_208 males and DGRP_208 females × *208-ΔG* males to the control. We used Fisher’s exact tests to assess the proportion of flies that mated and the proportion of flies that recovered from a chill-induced coma in mating and chill coma recovery time, respectively using the R *stats* package. Models were also run separately by sex. For development time, models were also run separately for *Uhg4*/*CyO* heterozygotes and *Uhg4* homozygotes.

### Ovary dissection

We placed mated females from representative *Uhg4* deletion lines and their controls (*208-ΔF*, *208-ΔG*, DGRP_208) in fresh food vials supplemented with yeast paste every 12 h for 36 h prior to dissection. Flies were dissected in 1X PBS and ovarioles were gently separated. Ovaries were fixed in 4% paraformaldehyde for 15 min, followed by three 15-min washes in PBS with 0.2% Triton X-100. Following a final 15-min wash in PBS, ovaries were stained with DAPI (Invitrogen) (1 μg/mL) for 10 min and mounted with ProLong Gold (Invitrogen) immediately after the final PBS wash. Ovaries were imaged on an Olympus Fluoview FV3000 microscope at 20 × magnification. Images were processed in Fiji [102].

### RNA sequencing

We prepared libraries for RNA sequencing from each RNA sample used in the RT-qPCR analyses according to Universal RNA-Seq with NuQuant + UDI (Tecan Genomics, Inc., Redwood City, CA) manufacturer instructions. Specifically, 100 ng of total RNA was converted into cDNA via integrated DNase treatment. Second strand cDNA was fragmented using a Covaris ME220 Focused-ultrasonicator (Covaris, Woburn, MA) to 350 bp. Drosophila AnyDeplete probes were used to deplete remaining ribosomal RNA and final libraries were amplified using 17 PCR cycles. We used TapeStation High Sensitivity D1000 Screentape (Agilent Technologies, Inc., Santa Clara, CA) and a Qubit™ 1X dsDNA HS Assay kit (Invitrogen, Carlsbad, CA) to measure the final library insert sizes and concentration, respectively. Final libraries were diluted to 4 nM and sequenced on a NovaSeq6000 (Illumina, Inc., San Diego, CA) using an S1 flow cell. We sequenced two biological replicates per sex per line (*208-ΔA*, *208-ΔF*, *208-ΔG*, DGRP_208), with ~ 20–74 million reads per sample.

Barcoded reads were demultiplexed using the NovaSeq Illumina BaseSpace sequencing pipeline and merged across S1 flow cell lanes. We used the *AfterQC* pipeline (version 0.9.7) [103] to filter out low-quality, short, and adapter reads and the bbduk command within the BBTools package [104] to detect levels of rRNA contamination. We used GMAP-GSNAP [105] to align filtered reads to the *D. melanogaster* reference genome v6.13 and the featurecounts pipeline from the Subread package [106] to count unique alignments to Drosophila genes. Expression for novel transcribed regions (NTRs) was estimated by first compiling a list of NTRs detected from RNA sequencing of young adult DGRP flies [82]. The coordinates of these NTRs were converted from R5 to R6 using the Coordinate Converter tool on FlyBase. A new gene transfer format file was constructed using the coordinate-converted NTR gene models and was used in conjunction with the alignment files for expression estimation. Counts data for each sample were filtered to omit genes for which the median count was less than two, as well as genes for which the proportion of null values across all samples was less than 0.25. The data were then normalized for gene length and library size using Ge-TMM [107]. Filtered and normalized data were analyzed for differential expression using the “PROC glm” command in SAS v3.8 (Cary, NC) according to the ANOVA model *Y* = *μ* + *L* + *S* + *L* × *S* + *ε*, where Line (*L*), Sex (*S*), and Line × Sex (*L* × *S*) are fixed effects, *Y* is gene expression, *μ* is the overall mean, and *ε* is residual error. A false discovery rate (FDR) correction using the Benjamini–Hochberg procedure (BH-FDR) for multiple tests was applied across all genes to determine the subset of differentially expressed genes significant at BH-FDR < 0.05 and BH-FDR < 0.1 for either the Line or Line x Sex terms. NTR expression counts were analyzed using the same approach described above but as a separate dataset. For the bulk RNA sequencing data, plotting ordered raw *p*-values and BH-FDR adjusted *p*-values against the number of tests revealed a non-monotonic relationship between raw *p*-values and adjusted *p*-values. Therefore, we used a BH-FDR thresholding approach to identify genes with statistically significant *p*-values from the ANOVA model. Briefly, after ordering the genes based on ascending raw *p*-values, we compared each gene's raw *p*-value to FDR critical values calculated as rank*Q/number of tests at both Q = 0.05 and Q = 0.1. For both critical values, *p*-value thresholds were determined as the first occurrence of the raw *p*-values greater than critical values. Genes with raw *p*-values below the *p*-value threshold at critical values Q = 0.05 and Q = 0.1 were considered for downstream analyses. We used the resulting 180 genes significant at FDR < 0.1 for network construction and included the 13 differentially expressed NTRs (BH-FDR < 0.1) with these 180 genes for k-means clustering.

We performed k-means clustering (k = 8, average linkage algorithm) on the Ge-TMM-normalized least squares means of the 193 coregulated genes. We performed iterative k-means clustering with different k values to determine the largest number of clusters without redundant expression patterns across clusters. We used Cytoscape v3.9.1 and the interaction networks from FlyBase [79] (FB_2021_05) to create protein and genetic interaction networks including first-degree neighbors, clustered via MCODE score [108] where applicable. Cluster annotations are based on significantly enriched Gene Ontology (GO) terms. We performed GO statistical overrepresentation analyses with GO: Biological Process Complete, Molecular Function Complete, and Reactome Pathway terms (GO Ontology database released 2021–11-16) using Panther db v16.0 [109] using Fisher Exact tests with BH-FDR correction.

## Supplementary Information

**Additional file 1: Table S1. **Analyses of behavioral phenotypes. Analyses of variance (ANOVA) and Fisher’s exact tests comparing Uhg4 deletion flies to their respective controls.

**Additional file 2: Table S2**. 

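Part (C) of the table gives average normalized levels, from which log2 ratios of the deletion lines over DGRP_208 were formed and set beside the ratios of mean CPM in the deposited counts. In females 172 of 179 genes with a finite ratio had the same sign in both, and in males 177 of 180. With GeTMM factors, the normalization named in the methods, these were 179 of 179 and 180 of 180, and the ratios differed by at most 2.77e-04 and 1.18e-04. With TMM, the ratios differed by less than the standard error of the fold change for 179 and 180 genes, and by at most 0.144 in females and 0.139 in males on the log2 scale. Both ratios come from the same libraries, so these differences show the effect of the scaling. The spread between libraries is shared by both, so staying within the standard error is not independent evidence. For *Uhg4* in females the ratio was -3.86 from the counts, and the paper's value is -3.82. For *snoRNA:Or-aca5* in females it was -8.33, and the paper's value is -8.28.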

Differentially expressed genes**.** (A) BH-FDR correction for genes based on *Line* and (B) *LinexSex *model terms*;* (C) Normalized average read counts values for the 180 coregulated genes and 13 NTRs; (D) FDR correction for NTRs genes based on *Line* and *LinexSex *model terms. See corresponding Figure S3.

**Additional file 3: Table S3**. Analysis of differential expression. For each gene (A) and NTR (B), the FBgn number or NTR ID, raw *p*-values, BH-FDR adjusted *p*-values for the effects of *Line *(*L*), *Sex *(*S*), and *Line*×*Sex* (*L*×*S*) according to the ANOVA model *Y* *= μ* + *L* + *S* + *L*×*S* + *ε.*

**Additional file 4: Table S4. **Gene Ontology enrichment analyses. Enriched Gene Ontology (GO) Biological Process, Molecular Function and REACTOME terms and their raw and BH-FDR adjusted *p*-values. Groups of genes analyzed include 20 genes/NTRs with differential expression for the *Line* or* Line*×*Sex* terms (BH-FDR < 0.05), 20 genes/NTRs and their 1-degree neighbors, 193 coregulated genes/NTRs (BH-FDR < 0.1) due to a significant *Line* or* Line*×*Sex* effect, 193 genes/NTRs and their 1-degree neighbors, genes within each MCODE cluster (Figure 4, Figure S5 A and B), and genes in each k-means cluster (Figure S4).

**Additional file 5: Table S5**. Gene lists. Lists of gene names, symbols, and Flybase IDs (FBID) for each network cluster and k-means cluster.

**Additional file 6: File S1. **Video of a representative Uhg4 deletion (*208-ΔG*) female fly displaying an elevated, splayed resting wing position compared to a wildtype female fly. The Uhg4 deletion fly is walking during the first part of the video and the wildtype fly is walking at the end of the video.

**Additional file 7: File S2. **Video of a representative Uhg4 deletion (*208-ΔG*) male fly displaying an elevated, splayed resting wing position compared to a wildtype male fly. The Uhg4 deletion fly is to the right of the wildtype fly throughout the video.

**Additional file 8: Figure S1.** Crossing scheme to generate Uhg4 deletion CRISPR mutants. Following injections of *Cas9 *and gRNA vectors into embryos of each DGRP line, resulting progeny were screened for presence of a deletion around Uhg4, and if a deletion was present, crossed to the original genetic background to generate additional flies heterozygous for the original deletion. Backcrossing siblings heterozygous for the same mutation resulted in homozygous flies that were sterile for all isolated deletion mutations. Virgin female flies heterozygous for a specific deletion were then crossed to male flies containing the CyO balancer. Resulting progeny were screened for the presence of the CyO balancer chromosome as well as the respective mutation and crossed to full siblings to establish the stock. All females were crossed as virgin flies. “*Δ*” refers to a specific Uhg4 deletion.

**Additional file 9: Figure S2**. Mating phenotypes of Uhg4 deletion flies. Boxplots displaying time, in seconds, of (A) mating latency (time until mating begins) and (B) mating duration (length of copulation) for each of the Uhg4 mutant lines (*208-ΔA*,* 208-ΔF*,* 208-ΔG*), the control line DGRP_208 (*208wt*), and a representative mutant (*208-ΔG*) versus DGRP_208 wildtype pairings (*208-ΔG* females x *208wt* males, *208wt *females x *208-ΔG *males). N = 22-24 pairings of 3-5 day old virgin flies per line. Only flies which successfully initiated or completed mating within 30 minutes were included in analysis for mating latency and mating duration, respectively. See Table S1A. * *p*<0.05

**Additional file 10: Figure S3**. Non-monotonic relationship between raw and Benjamini-Hochberg adjusted p–values. 

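The figure plots each gene's p-value from the paper's per-gene model against its rank. The model was fitted to the deposited counts scaled by gene length and TMM (GeTMM), the normalization and model named in the methods, a combination added here only after seeing the data. In it, the 17 genes with the smallest p for Line were the paper's 17, among them *Uhg4*, *Ilp6* and *Fign*, and the 180 with the smallest p were the paper's 180. Of all genes, 17 passed at an adjusted p under 0.05 and 6951 at an adjusted p under 0.1.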

(A) raw *p*-values plotted against number of tests; (B) BH-FDR thresholds on raw *p*-values. Raw and adjusted *p*-values are shown in blue and red, respectively. “i”: rank, “m”: number of tests. See corresponding Table S2.

**Additional file 11: Figure S4**. K-means clusters. K-means clusters derived from genes and NTRs with differential expression in a global transcriptomic analysis using genes significant for the *Line* or* Line*×*Sex* terms (BH-FDR < 0.1). Uhg4 is shown in bold and indicated with a star symbol. Magenta indicates a relatively higher degree of expression, blue indicates a relatively lower degree of expression.

**Additional file 12: Figure S5**. Additional interaction networks. Interaction networks containing physical and genetic interactions with genes with a significant *Line *effect. (A) Networks generated from an input of 20 differentially expressed genes/NTRs (BH-FDR < 0.05) including neighbors within at least 1 degree. (B) Networks generated from an input of 180 coregulated genes (BH-FDR < 0.1) including neighbors within at least 2 degrees. Annotation is based on enriched Gene Ontology terms. Dark green indicates the genes in the input data set and light green indicates interaction neighbors. Names are Drosophila gene symbols. See Table S4.

## Data Availability

All high throughput sequencing data are deposited in GEO GSE199865. Sanger sequencing, qPCR, and raw behavioral data are available on GitHub at rebeccamacpherson/Pleitropic_fitness_effects_Uhg4_rawdata.

## Abbreviations

BH-FDR: Benjamini–Hochberg procedure for obtaining adjusted P values based on False Discovery Rate
DGRP: *Drosophila melanogaster* Genetic Reference Panel
gRNA: Guide RNA
lncRNA: Long noncoding RNA
snoRNA: Small nucleolar RNA
Uhg4: Unknown host gene 4

# Supplementary material for: Pleiotropic fitness effects of the lncRNA Uhg4 in Drosophila melanogaster
**Source:** BMC Genomics. 2022 Nov 30;23:781. doi: 10.1186/s12864-022-08972-0
**Supplement:** Supplementary file 8 — Additional file 8: Figure S1. Crossing scheme to generate Uhg4 deletion CRISPR mutants. Following injections of Cas9 and gRNA vectors into embryos of each DGRP line, resulting progeny were screened for presence of a deletion around Uhg4, and if a deletion was present, crossed to the original genetic background to generate additional flies heterozygous for the original deletion. Backcrossing siblings heterozygous for the same mutation resulted in homozygous flies that were sterile for all isolated deletion mutations. Virgin female flies heterozygous for a specific deletion were then crossed to male flies containing the CyO balancer. Resulting progeny were screened for the presence of the CyO balancer chromosome as well as the respective mutation and crossed to full siblings to establish the stock. All females were crossed as virgin flies. “Δ” refers to a specific Uhg4 deletion.

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{DGRP2}; \frac{DGRP3}{DGRP3}$$

Inject Embryos

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{?}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{DGRP2}{DGRP2}; \frac{DGRP3}{DGRP3}$$

Screen Progeny

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{\Delta}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{DGRP2}{DGRP2}; \frac{DGRP3}{DGRP3}$$

Screen Progeny

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{\Delta}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{DGRP2}{\Delta}; \frac{DGRP3}{DGRP3}$$

Screen Progeny

$$\frac{DGRP1}{DGRP1}; \frac{\Delta}{\Delta}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{\Delta}{\Delta}; \frac{DGRP3}{DGRP3}$$

No Progeny

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{DGRP2}; \frac{DGRP3}{DGRP3} \times w1118; \frac{CyO}{Sp}; \frac{TM3, Sb}{H}$$

$$\frac{DGRP1}{DGRP1}; \frac{DGRP2}{\Delta}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{CyO}{DGRP2}; \frac{TM3, Sb}{DGRP3}$$

$$\frac{DGRP1}{DGRP1}; \frac{CyO}{\Delta}; \frac{DGRP3}{DGRP3} \times \frac{DGRP1}{DGRP1}; \frac{CyO}{\Delta}; \frac{DGRP3}{DGRP3}$$

Establish Stock

Screen Progeny

# Supplementary material for: Pleiotropic fitness effects of the lncRNA Uhg4 in Drosophila melanogaster
**Source:** BMC Genomics. 2022 Nov 30;23:781. doi: 10.1186/s12864-022-08972-0

A

Non-monotonic Relationship Between Raw p-values and Adjusted p-values

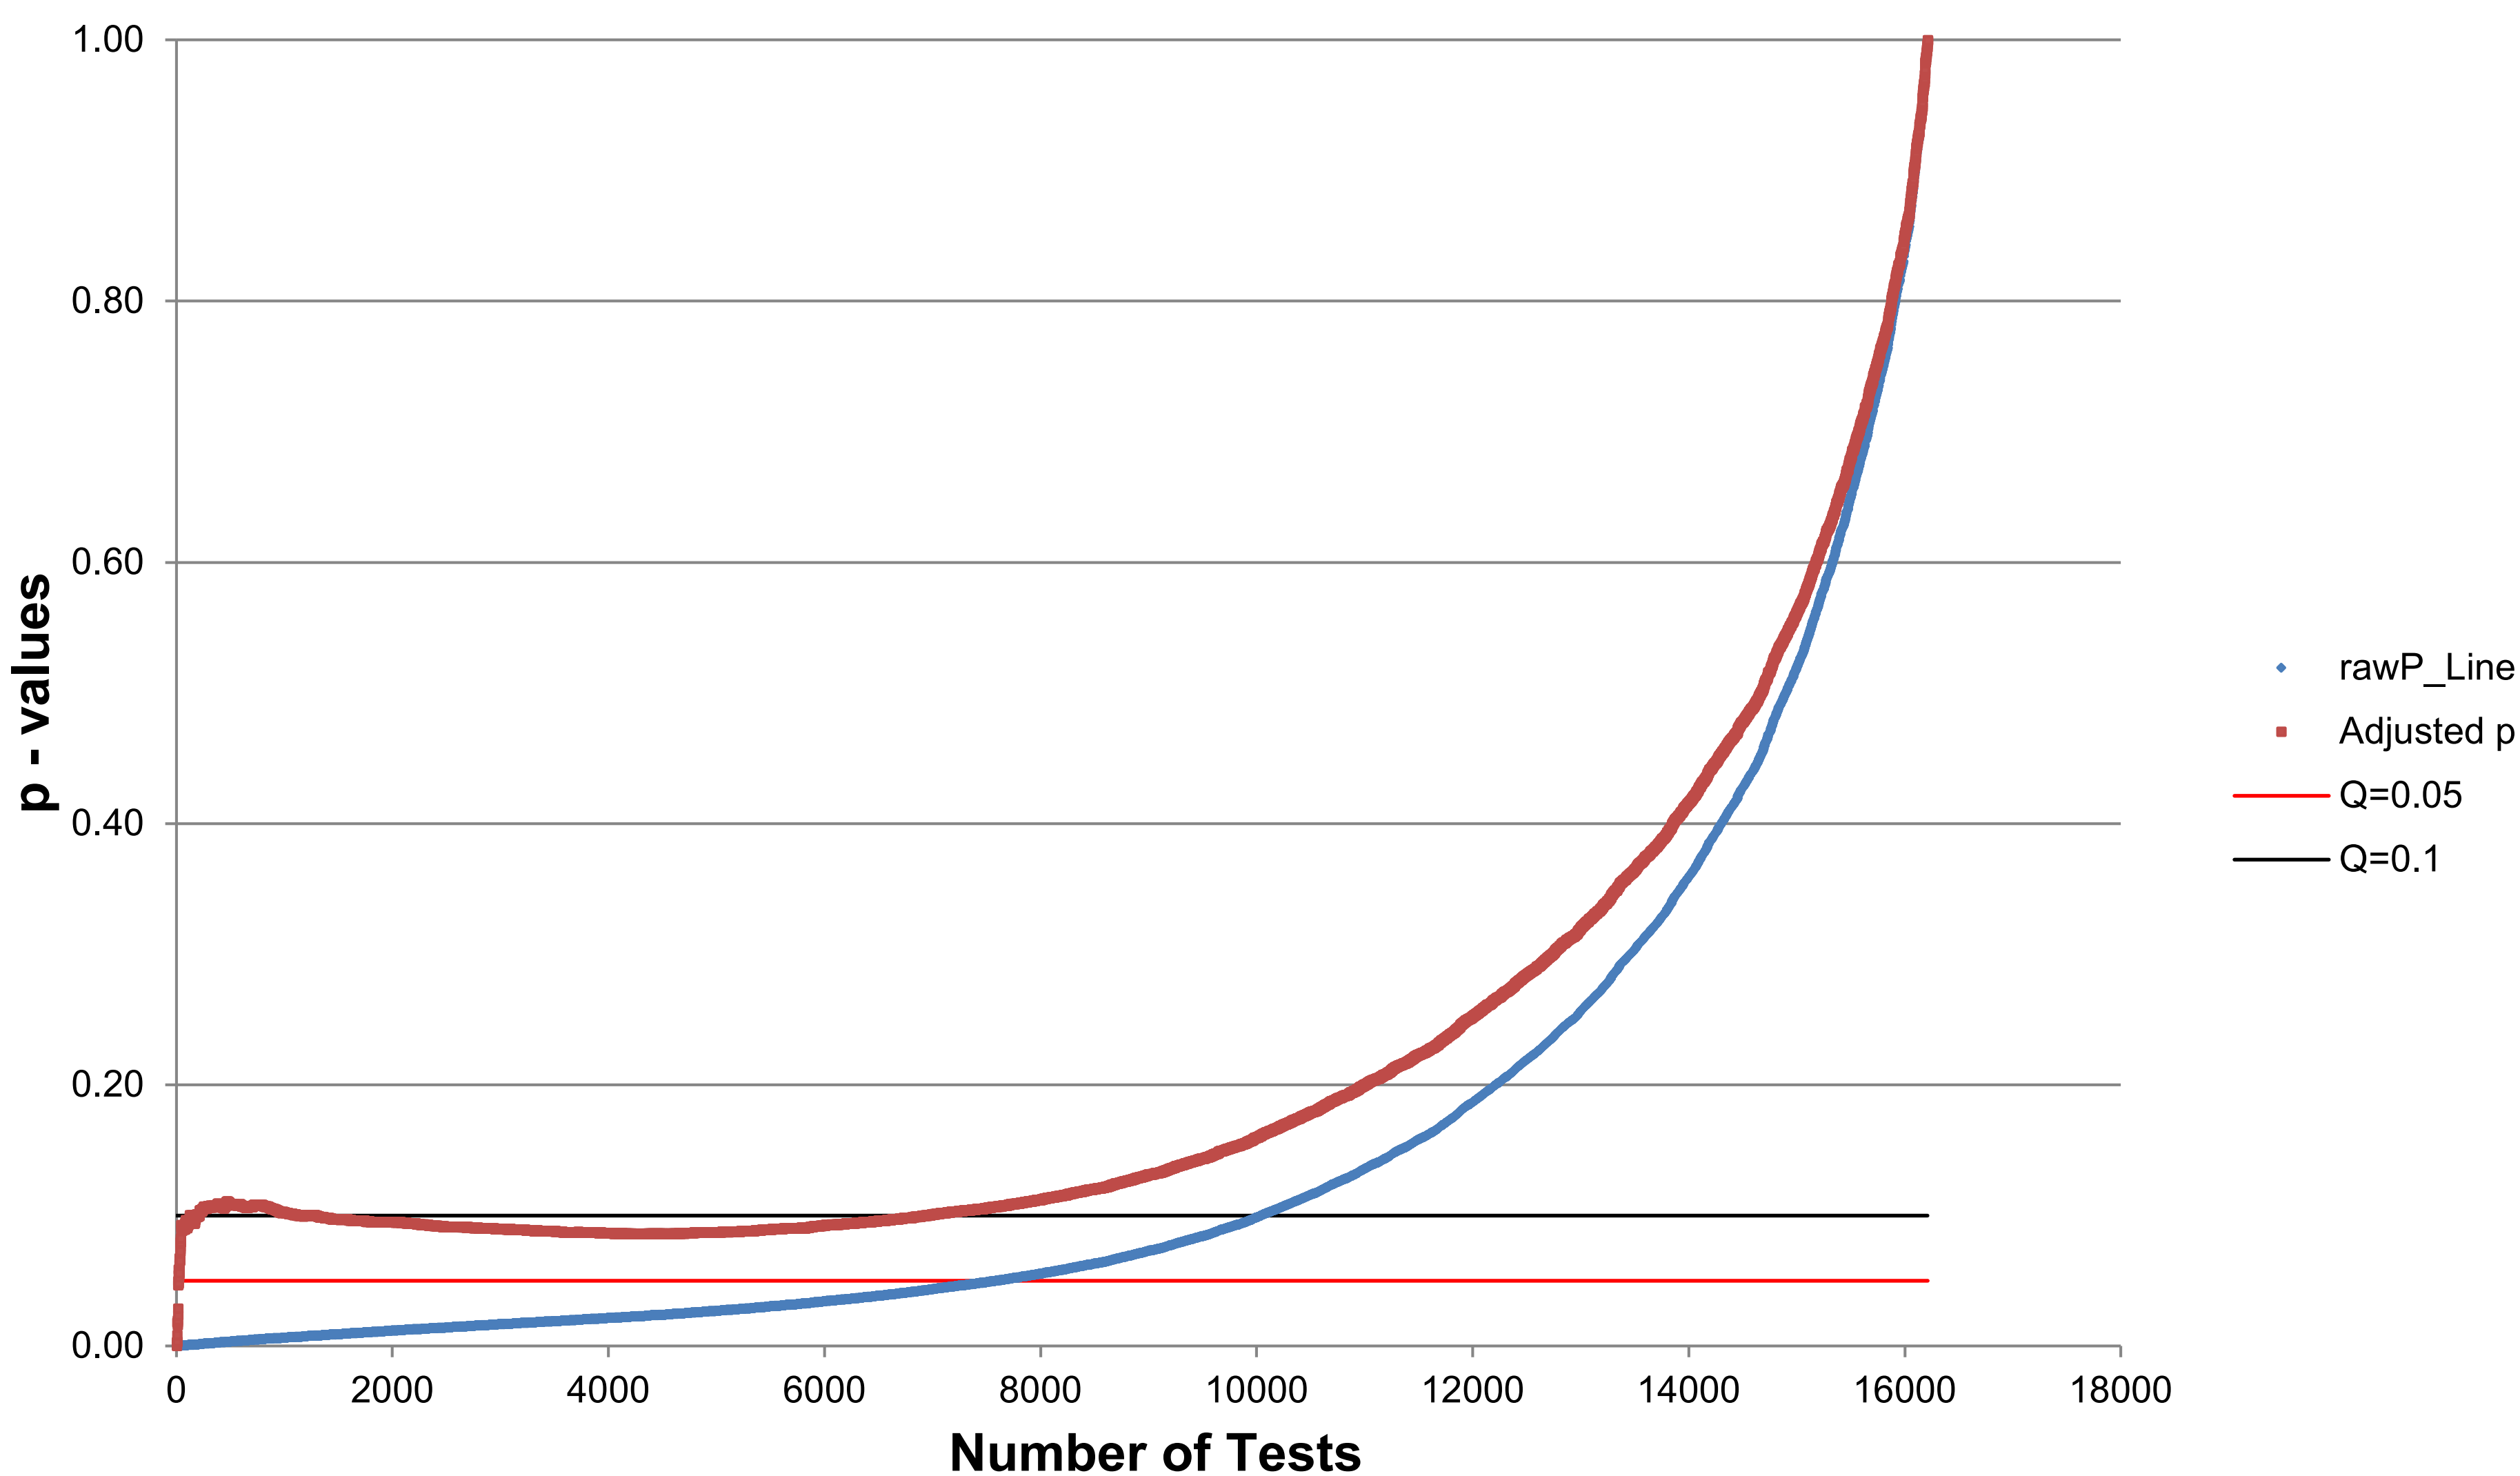

B

Benjamini-Hochberg Thresholding Approach

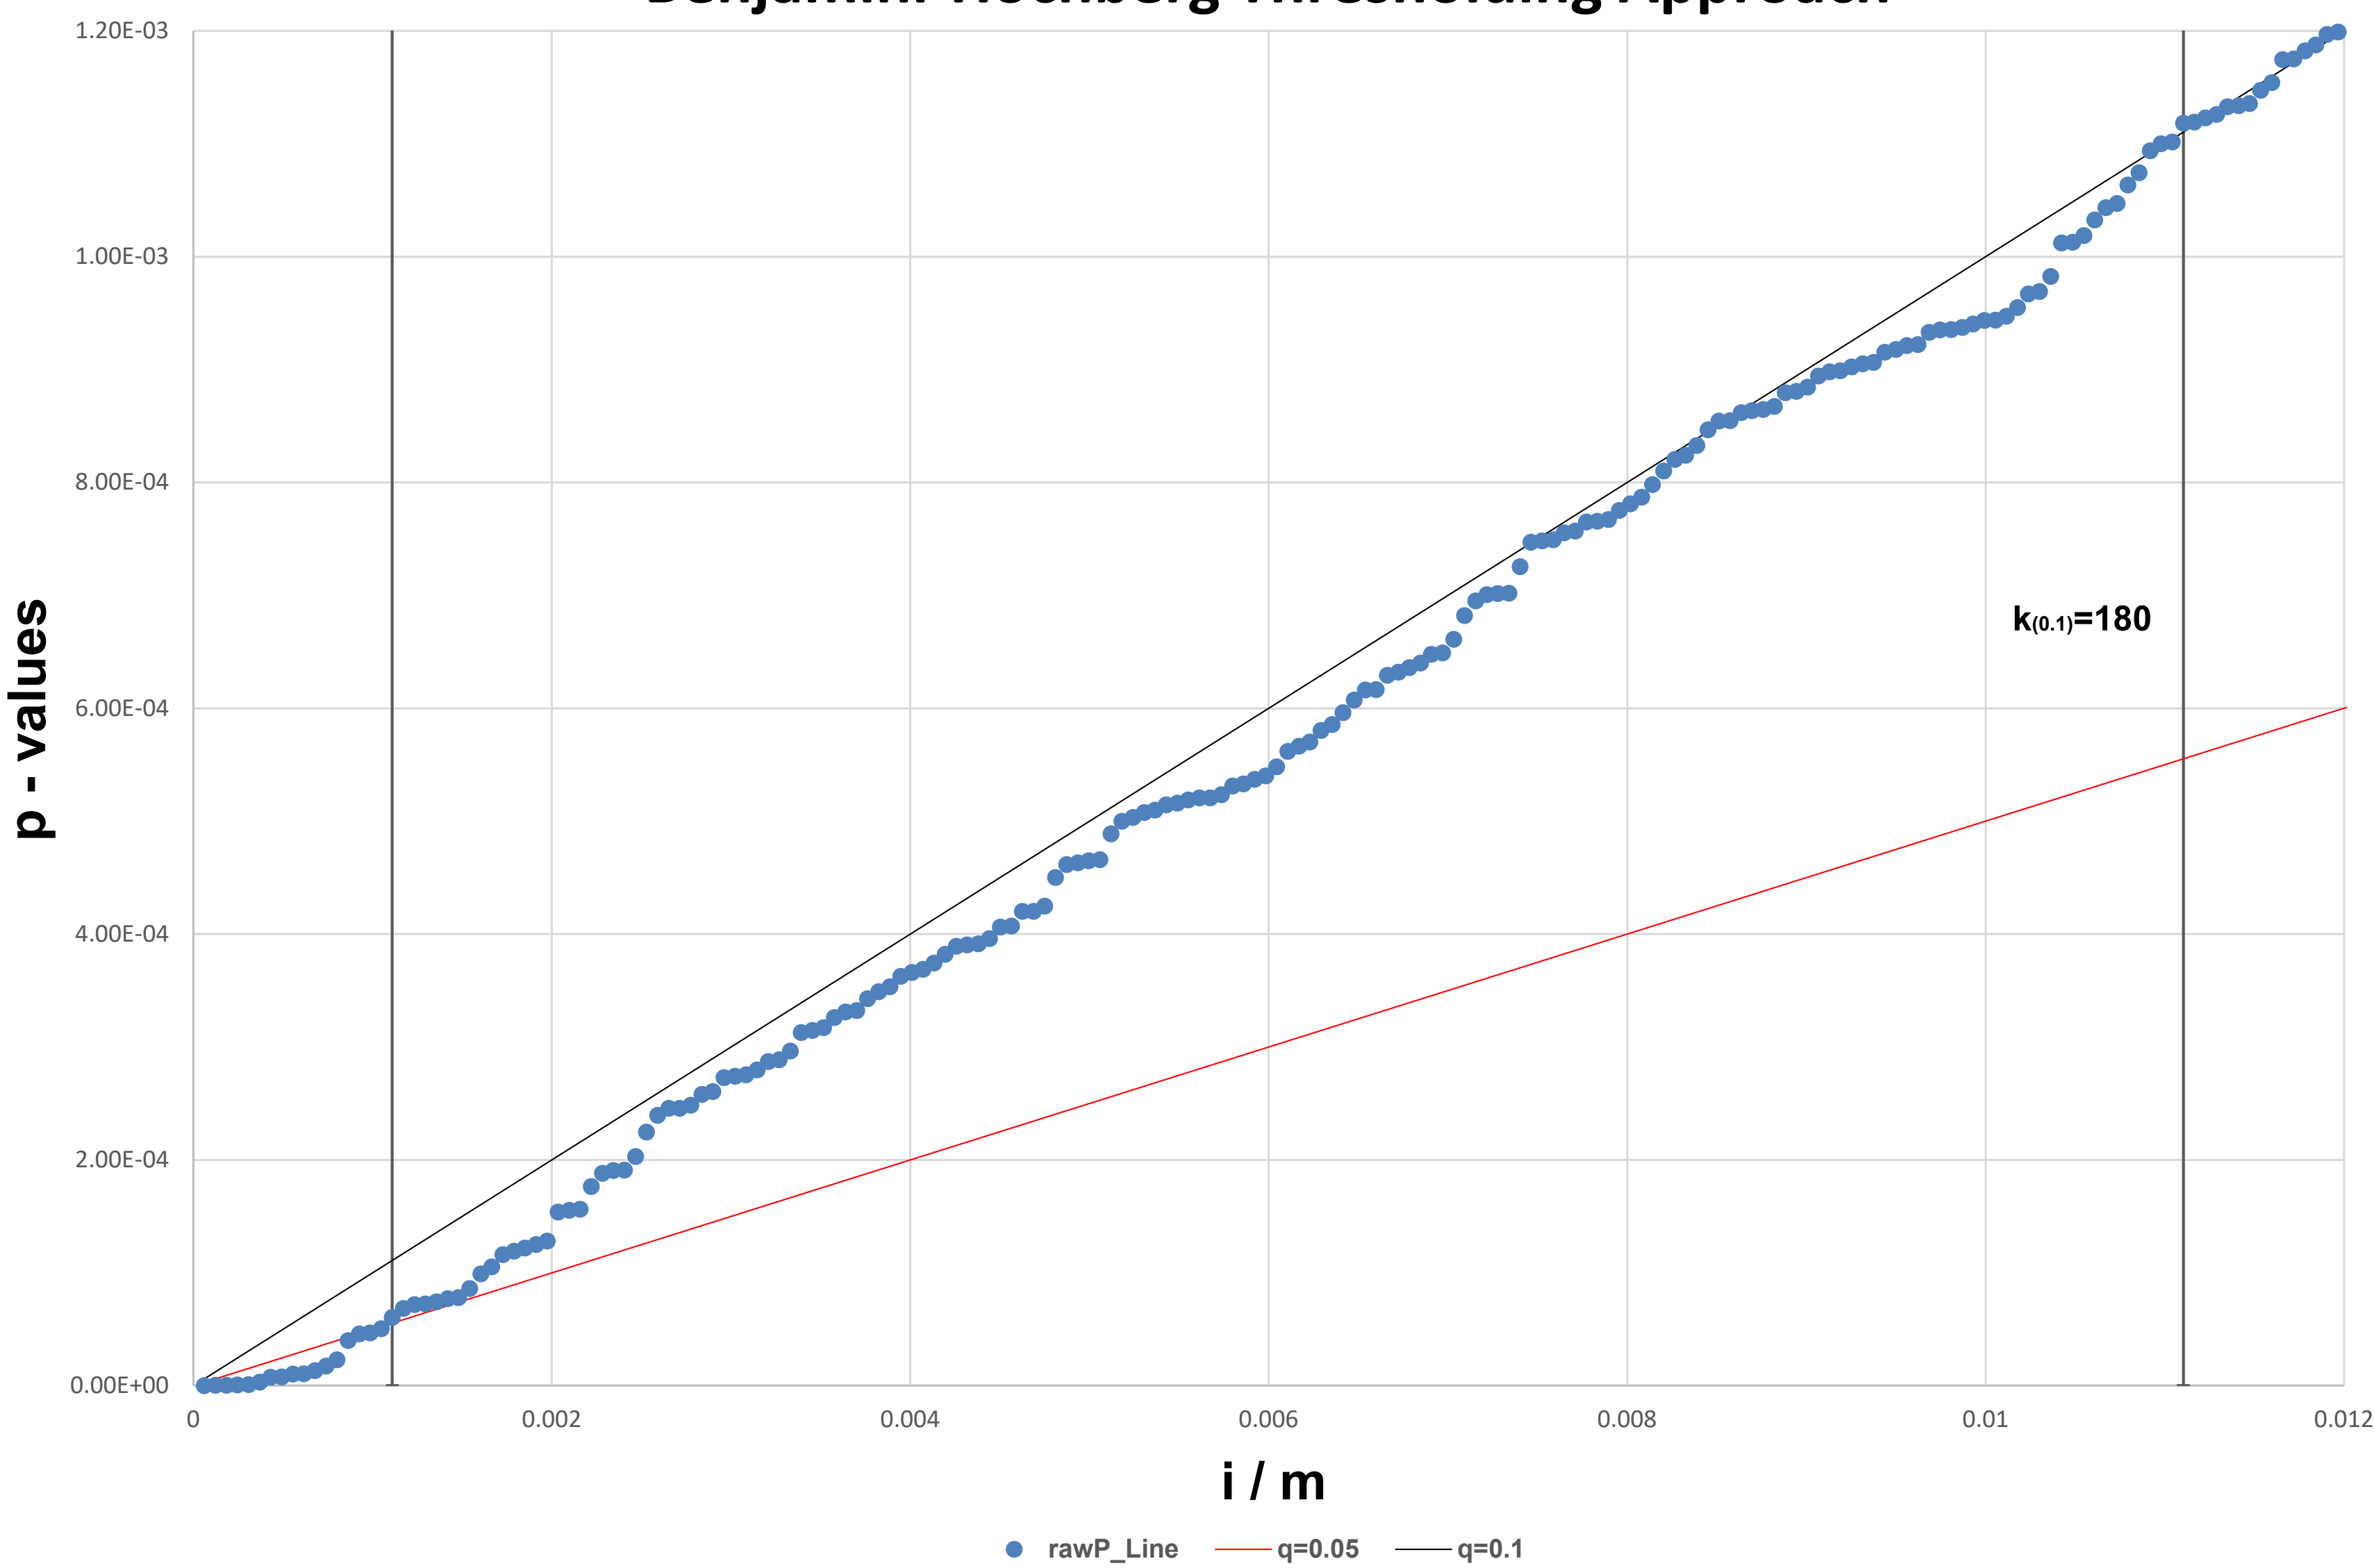

**Supplement:** Supplementary file 10 — Additional file 10: Figure S3. Non-monotonic relationship between raw and Benjamini-Hochberg adjusted p–values. (A) raw p-values plotted against number of tests; (B) BH-FDR thresholds on raw p-values. Raw and adjusted p-values are shown in blue and red, respectively. “i”: rank, “m”: number of tests. See corresponding Table S2.

# Supplementary material for: Pleiotropic fitness effects of the lncRNA Uhg4 in Drosophila melanogaster
**Source:** BMC Genomics. 2022 Nov 30;23:781. doi: 10.1186/s12864-022-08972-0
**Supplement:** Supplementary file 12 — Additional file 12: Figure S5. Additional interaction networks. Interaction networks containing physical and genetic interactions with genes with a significant Line effect. (A) Networks generated from an input of 20 differentially expressed genes/NTRs (BH-FDR < 0.05) including neighbors within at least 1 degree. (B) Networks generated from an input of 180 coregulated genes (BH-FDR < 0.1) including neighbors within at least 2 degrees. Annotation is based on enriched Gene Ontology terms. Dark green indicates the genes in the input data set and light green indicates interaction neighbors. Names are Drosophila gene symbols. See Table S4.

A

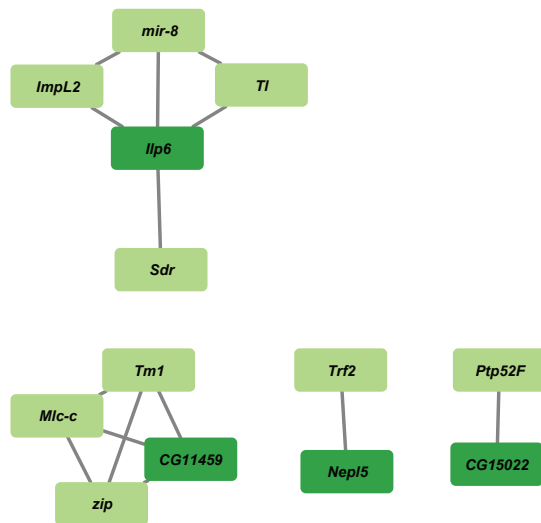

B

**C3. morphogenesis;
cell differentiation;
transcription factor signaling**

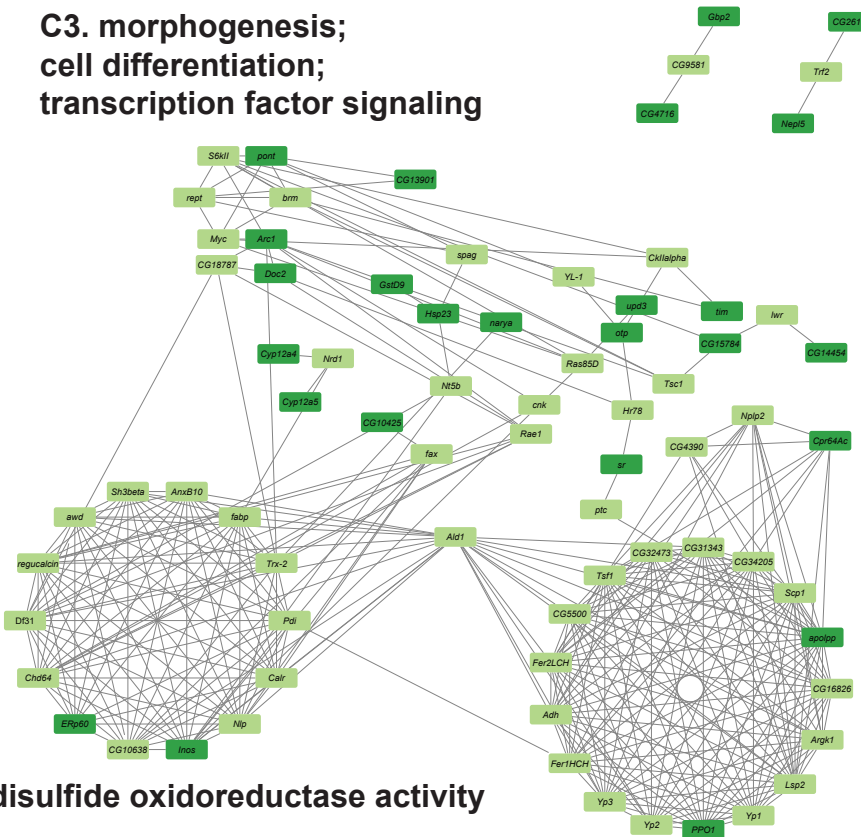

C2. disulfide oxidoreductase activity

**C1. iron ion transport;
response to external stimulus**

How the deposited data were processed for this re-analysis (not part of the article)

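RNA of whole flies, 30 per sample and 3 to 5 days old, was sequenced for females and males of *208-ΔA*, *208-ΔF*, *208-ΔG* and DGRP_208, with 2 libraries per group of line and sex. The deposited counts are raw reads per gene as made by the authors, who, by the methods, removed low-quality and adapter reads with AfterQC, aligned to the reference with GSNAP and counted unique alignments with featureCounts of Subread. The versions of GSNAP and Subread are not given there. The values are whole numbers without normalization, with 1 column per library, and a column of gene lengths was used for the values per kilobase. Each library was assigned to its group by the sample title held in its column's name. Reads, and transcripts outside the annotated genes, are not in the table and were not analysed here.

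Of 17490 genes, 663 had no count and 1278 had a median count under 2, and 16212 were tested. Symbols were found for 17288 of the identifiers. TMM factors and the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 were used with 1 mean per group, which leaves 8 residual degrees of freedom. Line was tested with 3 degrees of freedom, and Line by Sex, Sex, the deletion lines together against DGRP_208 (in females, in males and with the sexes averaged), the difference of that effect between the sexes, each line against DGRP_208 and each pair of deletion lines were tested as contrasts. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05, with counts under 0.1 given too because the paper uses both. Standard errors are those implied by the fold change and its F statistic.

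Gene lists were compared with the other genes by camera of limma 3.58.1 on log2 CPM with a prior count of 2, at a preset correlation of 0.01 and at an estimated one, and fry tested each list against no change, without the other genes. Both were adjusted over 32 lists and both sexes. The lists, set together with the tests before the data were examined, were chorion, vitelline membrane, yolk proteins, germ line and maternal RNA, piRNA pathway, testis, seminal fluid, humoral immune response, Turandot, heat shock, glutathione S-transferases, cytochrome P450, cuticle, endoplasmic reticulum chaperones, circadian clock, ethanol response, insulin signalling, iron and haem, JAK/STAT, snoRNAs, snoRNA host genes, long noncoding RNAs, ribosomal proteins, nucleolus and ribosome biogenesis, mitochondrial genome, sleep, hemocyte markers, fat body markers, midgut markers, photoreceptor markers, neuron markers and muscle markers. Genes named in the text were those the paper names, the 17 of Table S2 at its stricter threshold, the snoRNAs within *Uhg4*, in each sex up to 10 called genes per direction with at least 1 CPM and all deletion libraries on 1 side of DGRP_208, up to 10 for Line by Sex and for *208-ΔG* against *208-ΔA*, and the 4 members of each list with the smallest p. The values of Table S2 had been seen when this rule was set. Genes of the clusters, genes sharing an adjusted p and genes outside Table S2 that this rule does not name were chosen after their values were seen.

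The tests were run on simulated data of this design with 200 changed genes. Genes were drawn independently, with the same mean in both sexes, the dispersions of edgeR and no component shared by the libraries. Error rates in the real libraries may therefore differ. For the deletion lines against DGRP_208 with the sexes averaged, edgeR called 46.3% of genes changed 2-fold, 85.1% of those changed 4-fold and 93.9% of those changed 8-fold, with 7 false calls. In females alone it called 13.4%, 56.7% and 74.2%, with 5 false calls, and for Line 17.9%, 68.7% and 84.8%, with 9. DESeq2 made 66 false calls for the averaged comparison and 155 for Line, limma-voom 9 and 10, and a per-gene linear model 3 and 5.

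The alternatives were an adjusted p under 0.1, size factors of DESeq2, upper-quartile factors, library size only, GeTMM factors, no filter, filterByExpr, a filter on libraries at 0 (16143 genes), DESeq2 1.42.0, limma-voom, the per-gene linear model on TMM CPM, the threshold of the paper's methods at the first p-value above its critical value, the replicate number as a block, the libraries of 1 sex or of 2 lines alone, and leaving out each library in turn, where the lone library of a group is assumed to vary like the other groups. Added after seeing the data were the chemoreceptor level of each library as a covariate, a fit without the libraries of *208-ΔG*, and the per-gene linear model on GeTMM values, which is the model and normalization of the paper's methods. Counts of other splits of the libraries used at most 100 splits. The copies of Tables S3 and S4 at hand hold only part of their entries, and these tables were not used here.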

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

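Chosen only after the result was seen were the tests on the depth of the libraries, on expression particular to *208-ΔG* and *208-ΔA*, with the background covariate and without the libraries of *208-ΔG*. Called genes outside Table S2 (A), which the paper does not discuss except *Boot*, were 6 in females (*Boot*, *CG14834*, *CG15023*, *CG18649* and *CG7298* lower and *Diedel* higher), 3 in males (*asRNA:CR44205* and *CG44521* lower and *Diedel* higher) and 5 with the sexes averaged (*Boot*, *CG30089*, *CG43133*, *CG43968* and *Diedel*). Many of these calls hung on single libraries. Of the 16 refits without 1 library, the call ended in 15 for *asRNA:CR44205* and 14 for *CG44521* (adjusted p up to 0.472 for both), and limma-voom called neither. It ended in 6 for *CG15023*, 7 for *CG18649* and 4 for *CG7298* (adjusted p up to 0.353, 0.367 and 0.353). *CG14834*, *CG30089*, *CG43133* and *CG43968* were not followed over the refits.

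The difference of the deletion effect between the sexes passed for 9 genes when adjusted only over the 22 that the paper names. Of the 22, 17 were chosen by the study on these samples, so this is not independent evidence. Males minus females, it was 5.00 for *Lcp65Ag2* (adjusted p = 1.21e-04), 3.57 for *Boot* (2.36e-04), 3.54 for *CG15022* (0.00141), 3.07 for *TwdlD* (0.00732), 1.09 for *CtsL3* (0.00930), 2.47 for *Uhg4* (0.00954), 3.74 for *snoRNA:Psi28S-2949* (0.0350), 1.33 for *snoRNA:Psi18S-1347b* (0.0360) and 0.59 for *Ppox* (0.0474). Adjusted over all genes edgeR called 0 genes, with 411 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0891 (*Lcp65Ag2*), limma-voom 1, the per-gene linear model 13 and DESeq2 19.

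Libraries of 1 group separated along the second principal component, which followed the level of chemoreceptor reads, and *208-ΔG* and *208-ΔA* differed in 9393 genes. Reads from genomic DNA would give males a lower ratio of X to autosomal chemoreceptor reads than females. In *208-ΔG* the male over female ratio was 1.04 (bootstrap interval over genes, not libraries, 0.752 to 1.36), though in *208-ΔA*, with the lowest levels, it was 0.643. Unspliced RNA would raise silent genes inside introns more than those outside genes, and their gain was lower by a log2 difference of -1.002 (interval over genes -1.39 to -0.610). The silent genes were picked for under 1 RPKM in the *208-ΔA* replicate 1 libraries, which also enter the gain. The strand used in counting is not stated, and genes antisense to their host may not gain such reads, so this cannot decide on unspliced RNA. Depth did not follow the component (rho = 0.185, permutation p = 0.493). Expression particular to the 2 lines cannot be the whole of it, since the ratios between libraries of DGRP_208 and of *208-ΔF* correlated across genes, which are not independent replicates, with the same fold changes (at least 0.671 in size). Over the 9393 genes, the median absolute log2 fold change between the 2 lines was 1.20 without the level as a covariate and 0.218 with it. The median standard error of these genes was 0.303 and 0.278. They were picked for their difference without the covariate, so part of the fall may come from that choice. With the covariate 0 genes were called, but the level differs between the lines too, so how much of the line difference it may carry stays open.

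*Boot* was lower in females, with a log2 fold change of -3.41, in each of the 6 deletion libraries. A smaller share of germ line would lower the other piRNA pathway genes alike, and the median of 26 of them was -0.117 (single genes -0.37 to 0.27). These genes were not chosen to follow late egg chambers, which the paper found missing in deletion females. All 14 chorion genes were negative in females (median -1.68), as were 7 of 10 vitelline membrane genes (median -0.35), with 0 called by edgeR in either list. A smaller share of late egg chambers was not tested as a cause. A loss of reads over a wider region would lower the neighbours, and the median of 25 genes within 50 kb was 0.0405 (single genes -0.69 to 0.53), with 0.20 for *Ctu1*. An effect of the deletion on the neighbouring gene may be a hypothesis, found on these same data, and no test here addresses it directly. The deletions remove the promoter region of *Uhg4*, and the gap between *Boot* and *Uhg4* is 614 bases. The paper holds it possible that the 2 genes share promoter elements in that gap. A variant of the lines' shared origin, apart from the deletion, was not tested and stays open.

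Turandot genes and *Diedel* were higher in both sexes, *Diedel* with a log2 fold change of 4.44 with the sexes averaged. A general heat shock response would raise the heat shock genes, and the higher of their medians was 0.208 (interval -0.0599 to 0.342). This interval and the next come from resampling the genes of a list. They leave out the spread between libraries. For an infection that induces antimicrobial peptides, the higher of the medians was 0.443 (interval 0.338 to 0.516), so it cannot be told apart, since the interval reaches past the bound of 0.5 set for this test. In males the hemocyte and fat body markers were positive too (medians 0.45 and 1.30), and a change in the share of these tissues, a response to the deletion and a difference in rearing were not tested and stay open. *Diedel* lost its call in females in 5 of the 16 refits without 1 library (*208-ΔG* female replicate 2, either *208-ΔG* male or either DGRP_208 female library, adjusted p up to 0.397) and in males without either DGRP_208 male library (adjusted p up to 0.229), and limma-voom did not call it in either sex.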

How the results depend on the processing

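Chosen after the result was seen were the tests with the background covariate, without the libraries of *208-ΔG* and with the per-gene linear model on GeTMM values. The numbers of genes called with TMM and edgeR were 31 for Line, 19, 21 and 10 for the deletion lines in both sexes, females and males, and 9393 for *208-ΔG* against *208-ΔA*, and no gene called in a comparison changed its direction there, while values that were not called did, such as *CG8910* in females and in males and *Boot* in males, as did list medians near 0. Counts that moved by over 1.5 times were the following, and the cause was not tested. An adjusted p under 0.1 gave 8219 for Line, 37 for the averaged comparison, 1 for male minus female, 51 for *208-ΔA* against DGRP_208, 27 for *208-ΔF* against DGRP_208, 1732 for *208-ΔG* against DGRP_208, 3 for *208-ΔF* against *208-ΔA*, 4554 for *208-ΔG* against *208-ΔF* and 167 for the paper's 180 genes. DESeq2 size factors gave 19 for Line and 19 for *208-ΔG* against DGRP_208. Upper-quartile factors gave 29 for the averaged comparison. Library size only gave 4854 for Line, 45 for the averaged comparison, 27 for *208-ΔF* against DGRP_208, 4 for *208-ΔF* against *208-ΔA* and 140 for the paper's 180 genes. DESeq2 gave 8662 for Line, 31 for Line by Sex, 99 for the averaged comparison, 67 for females, 61 for males, 19 for male minus female, 241 for *208-ΔA* against DGRP_208, 86 for *208-ΔF* against DGRP_208, 1739 for *208-ΔG* against DGRP_208, 40 for *208-ΔF* against *208-ΔA*, 4636 for *208-ΔG* against *208-ΔF* and 173 for the paper's 180 genes. Limma-voom gave 4902 for Line, 1 for male minus female, 0 for *208-ΔF* against *208-ΔA* and 150 for the paper's 180 genes. Per-gene linear model on TMM CPM gave 8 for Line by Sex, 31 for the averaged comparison, 13 for male minus female, 11 for *208-ΔG* against DGRP_208, 0 for *208-ΔF* against *208-ΔA* and 1 for *208-ΔG* against *208-ΔF*. Per-gene linear model on GeTMM values gave 17 for Line and 8 for Line by Sex. First crossing, edgeR, Q = 0.05 gave 17 for *208-ΔA* against DGRP_208 and 2 for *208-ΔG* against *208-ΔA*. First crossing, edgeR, Q = 0.1 gave 8219 for Line, 37 for the averaged comparison, 1 for male minus female and 51 for *208-ΔA* against DGRP_208. It also gave 27 for *208-ΔF* against DGRP_208, 1727 for *208-ΔG* against DGRP_208 and 3 for *208-ΔF* against *208-ΔA*. For *208-ΔG* against *208-ΔF* it gave 0, where an adjusted p under 0.1 gave 4554. First crossing, per-gene linear model on TMM CPM, Q = 0.05 gave 4 for Line by Sex. First crossing, per-gene linear model on TMM CPM, Q = 0.1 gave 8256 for Line and 12 for Line by Sex. First crossing, per-gene linear model on GeTMM values, Q = 0.05 gave 17 for Line and 8 for Line by Sex. First crossing, per-gene linear model on GeTMM values, Q = 0.1 gave 120 for Line and 10 for Line by Sex. Replicate block gave 15 for Line, 6 for males, 14 for *208-ΔA* against DGRP_208, 13 for *208-ΔG* against DGRP_208 and 13 for the paper's 180 genes. The 8 female libraries alone gave 0 for females and 0 for snoRNAs of *Uhg4*. The 8 male libraries alone gave 3 for males. The 8 libraries of the 2 lines alone gave 6 for *208-ΔA* against DGRP_208, 3 for *208-ΔF* against DGRP_208, 0 for *208-ΔG* against DGRP_208 and 0 for *208-ΔF* against *208-ΔA*. Background covariate gave 84 for the averaged comparison, 61 for females, 25 for males, 8 for male minus female, 43 for *208-ΔA* against DGRP_208, 52 for *208-ΔF* against DGRP_208, 15 for *208-ΔG* against DGRP_208, 0 for *208-ΔG* against *208-ΔA*, 4 for *208-ΔF* against *208-ΔA* and 0 for the clusters (*208-ΔG* against *208-ΔA*). Without the 208-ΔG libraries gave 14 for *208-ΔA* against DGRP_208, 0 for *208-ΔF* against *208-ΔA*, 11 for Line, 4 for females, 6 for males, 10 for the paper's 180 genes and 1 for snoRNAs of *Uhg4*. Camera with an estimated correlation gave 3 for gene lists called. Fry gave 3 for gene lists called. Over the refits without 1 library, the lowest and highest values were 8 and 7751 for Line, 0 and 0 for Line by Sex, 5540 and 6856 for Sex, 10 and 22 for the averaged comparison, 2 and 25 for females, 2 and 10 for males, 0 and 0 for male minus female, 9 and 27 for *208-ΔA* against DGRP_208, 8 and 55 for *208-ΔF* against DGRP_208, 0 and 5746 for *208-ΔG* against DGRP_208, 5690 and 9985 for *208-ΔG* against *208-ΔA*, 0 and 4 for *208-ΔF* against *208-ΔA*, 0 and 4182 for *208-ΔG* against *208-ΔF*, -2.83 and -2.40 for the log2 fold change of *Uhg4*, 7 and 153 for the paper's 180 genes, 130 and 152 for the clusters (*208-ΔG* against *208-ΔA*), 1 and 2 for snoRNAs of *Uhg4* and 17 and 30 for gene lists called. The 5 snoRNAs of *Uhg4* left untested had a median count under 2, and the cause of their low counts was not tested.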

Differences from the paper's values

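The methods name a per-gene linear model on GeTMM values, and the test set here before the data were examined, edgeR on TMM-scaled counts, departs from it. The paper's combination of model and normalization was added only after seeing the data, as were the background covariate and the fit without the libraries of *208-ΔG*. Counts are taken as the same as the paper's where neither is more than 1.5 times the other. For Line at 0.05 the paper's value is 17 genes and the value here is 31. Of the alternatives set before the data were examined, DESeq2 size factors (19), GeTMM factors (24), the replicate block, the first-crossing threshold of the per-gene linear model on TMM CPM (22) and the refits without *208-ΔA* female replicate 2, *208-ΔA* male replicate 2, *208-ΔF* male replicate 1, *208-ΔF* male replicate 2, *208-ΔG* female replicate 1 or DGRP_208 female replicate 1 lie within 1.5 times of the paper's value, and upper-quartile factors (33), library size only (4854), no filter (26), filterByExpr (27), the filter on libraries at 0 (27), DESeq2 (8662), limma-voom (4902), the per-gene linear model on TMM CPM (32), the first-crossing threshold with edgeR (26) and the other refits do not. The per-gene linear model on GeTMM values, chosen after seeing the values, gave 17, drops 0 of the paper's 17 genes, and its 17 smallest p-values are those genes.

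For Line at 0.1 the paper's value is 180 genes and the value here is 8219, and each alternative set before the data were examined differs too. With the per-gene linear model on GeTMM values and the first-crossing threshold, chosen after seeing the values, 120 genes passed, and Benjamini-Hochberg adjustment of the same p-values gave 6951. The paper's 180 genes are the 180 with the smallest p there, so the first-crossing count drops 60 of them.

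For Line by Sex at 0.1 the paper's value is 10 genes and the value here is 0. The per-gene linear model on TMM CPM gave 12 by either threshold and lies within 1.5 times of the paper's value, and of the other alternatives set before the data were examined DESeq2 (72), the refit without *208-ΔF* female replicate 1 (5) and the rest (0) do not. At 0.05 the paper's Table S2 (B) holds 8 genes and the value here is 0. The per-gene linear model on TMM CPM gave 8, its first-crossing threshold 4 and DESeq2 31, and the others 0. The per-gene linear model on GeTMM values, chosen after seeing the values, gave 10 and 8.

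For *CG8910* in females the paper's log2 ratio of mean levels is 0.0121 and the value here is -0.0126. DESeq2 size factors (0.0336), upper-quartile factors (0.0449) and GeTMM factors (0.0121) do not differ, and library size only (0.192) does.

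The paper states that *Boot* is not differentially expressed, and its tests are of Line and Line by Sex. In these terms the adjusted p from edgeR was 0.0493 for Line, under 0.05, and 1.00 for Line by Sex. Other tests, of the deletion lines together against DGRP_208, called *Boot* in females (adjusted p = 0.00237) and with the sexes averaged (0.0180), and not in males (0.999). In the per-gene linear model on GeTMM values, chosen after seeing the values, its p for Line was 0.00343 (adjusted 0.0858), for Line by Sex 0.00311 (adjusted 0.817) and for females 4.09e-05 (adjusted 0.0332).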

Other observations

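In deletion females, all 14 chorion genes had a negative log2 fold change (median -1.68), with *Cp36* at -2.11 (adjusted p = 0.404) and *Cp38* at -1.83, and edgeR called 0 (5 at an unadjusted p under 0.05, 1 lower adjusted over the list alone), DESeq2 0 and limma-voom 0. Of 28 midgut genes, 1, the serine protease *Jon44E*, was called lower (2 adjusted over the list alone), 23 were negative (median -0.52) and *deltaTry* was at -1.36. Camera called both lists lower (adjusted p = 8.69e-10 and 1.69e-09), which was lost with an estimated correlation (0.504 and 0.566). In males edgeR called 0 of either list, with 0 and 2 at an unadjusted p under 0.05, as did DESeq2 and limma-voom, also adjusted over the list alone, and the differences between the sexes were not tested.

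In males, 9 of 10 hemocyte markers were positive (median 0.45), camera called them higher (adjusted p = 6.54e-07, and 0.0376 with an estimated correlation), and adjusted over the list alone 1 was higher, while edgeR over all genes called 0 (3 at an unadjusted p under 0.05), DESeq2 0 and limma-voom 0. *Sr-CI*, a scavenger receptor of hemocytes, had log2 fold changes of 0.52 in females and 0.65 in males, and the female list had a median of 0.18 with 0 calls by each tool (1 at an unadjusted p under 0.05). Fat body markers, of which 3 of 10 are the yolk protein genes, had a median of 1.30 in males, where *208-ΔA* replicate 2 stood apart with 183 CPM of *Yp1* (3.98 to 28.5 in the other males), with *Lsp2* at 2.16 (camera adjusted p = 2.73e-04, 0.522 estimated, 3 at an unadjusted p under 0.05) and -0.06 in females (0 at an unadjusted p under 0.05), which turned to 0.07 with library size only, and 0 calls by each tool in either sex, also adjusted over the list alone.

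Of 82 ribosomal protein genes 76 were negative in females (median -0.35, camera adjusted p = 4.93e-09, 0.882 estimated), as were 17 of 18 endoplasmic reticulum chaperones (-0.12, 0.0167, 0.882) and all 11 muscle markers (-0.33, 0.0281, 0.882). In males their medians were 0.03, 0.07 and 0.02, of which those of the ribosomal proteins and muscle markers turn negative with DESeq2 size factors, and the latter with GeTMM factors too. All 12 photoreceptor markers were negative in both sexes, with medians of -0.12 and -0.24 (camera adjusted p in males 0.00962, 0.882 estimated). In females *208-ΔF* replicate 2 stood apart with transcripts of male genes (*Mst84Dc* 5.64 CPM, at most 1.17 in the other females), and the medians that follow include it. Testis genes had medians of 0.41 in females and 0.19 in males (female camera adjusted p = 0.00118, 0.882 estimated), and seminal fluid genes 0.56 and -0.35 (0.00106 and 0.0130, 0.882 and 0.882 estimated). In these 6 lists edgeR, DESeq2 and limma-voom called 0 genes, also adjusted over the list alone with edgeR, and at an unadjusted p under 0.05 each list had at most 1 gene in either sex.

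Of 83 cytochrome P450 genes 1, *Cyp12a5*, was lower in females, a call that ended in 11 of the 16 refits without 1 library (adjusted p up to 0.690), and 0 were called in males by edgeR (6 at an unadjusted p under 0.05, DESeq2 1, limma-voom 0, and 1 lower adjusted over the list alone in each sex). Of 35 glutathione S-transferases edgeR called 0 (4 in females and 3 in males at an unadjusted p under 0.05, also 0 adjusted over the list alone), DESeq2 1 in females and limma-voom 0. Of 13 circadian clock genes *tim* was higher in both sexes adjusted over the list alone, at 0.71 and 0.68, and over all genes edgeR called 0 in each sex (1 and 2 at an unadjusted p under 0.05), DESeq2 1 in females and limma-voom 0. Of 16 genes of iron and haem *Ppox* was higher in males adjusted over the list alone, and over all genes edgeR called 0 (0 and 1 at an unadjusted p under 0.05), DESeq2 1 in males and limma-voom 0. In 9 further lists with 128 tested genes, vitelline membrane, yolk proteins, germ line and maternal RNA, insulin signalling, JAK/STAT, nucleolus and ribosome biogenesis, mitochondrial genome, sleep and neuron markers, edgeR, DESeq2, limma-voom and camera called 0 in either sex, with 5 genes in females and 5 in males at an unadjusted p under 0.05. Library size only moved the median of all genes in females from -0.00875 to 0.0972. Over all lists camera made 20 calls, of which 3 held with an estimated correlation, and fry made 3.

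Other splits of the libraries into groups of the same sizes were drawn for each count, all tests set in advance. Such splits can put libraries of different lines into 1 group, which may raise the spread within groups and lower the count. DGRP_208 is also 1 line, so the splits do not separate the deletion from other differences between the lines. They therefore cannot exclude chance for any of these counts. For Line, 31 genes were called, a number reached by 4 of 100 splits with the real one included. The highest other count was 5912, and the refits without 1 library gave 8 to 7751 genes. A split calling so many more genes points to a structure of the samples. For the deletion lines against DGRP_208 with the sexes averaged, the count was 19 (highest other 0), and for Sex it was 6449 (highest other 4625). For single lines the splits were too few for a share under 0.05, with real and highest other counts of 27 and 0 for *208-ΔA*, 12 and 5437 for *208-ΔF*, where the split again points to a structure of the samples, 44 and 0 for *208-ΔG*, 9393 and 0 for *208-ΔG* against *208-ΔA*, 1 and 0 for *208-ΔF* against *208-ΔA* and 0 and 0 for *208-ΔG* against *208-ΔF*.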
